# HIF-α signaling regulates the macrophage inflammatory response during *Leishmania major* infection

**DOI:** 10.3389/fimmu.2025.1487311

**Published:** 2025-03-21

**Authors:** Lucy G. Fry, Charity L. Washam, Hayden Roys, Anne K. Bowlin, Gopinath Venugopal, Jordan T. Bird, Stephanie D. Byrum, Tiffany Weinkopff

**Keywords:** leishmania, leishmaniasis, macrophages, HIF - 1α, translation

## Abstract

Cutaneous leishmaniasis (CL) contributes significantly to the global burden of neglected tropical diseases, with 12 million people currently infected with *Leishmania* parasites. CL encompasses a range of disease manifestations, from self-healing skin lesions to permanent disfigurations. Currently there is no vaccine available, and many patients are refractory to treatment, emphasizing the need for new therapeutic targets. Previous work demonstrated macrophage HIF-α-mediated lymphangiogenesis is necessary to achieve efficient wound resolution during murine *L. major* infection. Here, we investigate the role of macrophage HIF-α signaling independent of lymphangiogenesis. We sought to determine the relative contributions of the parasite and the host-mediated inflammation in the lesional microenvironment to myeloid HIF-α signaling. Because HIF-α activation can be detected in infected and bystander macrophages in leishmanial lesions, we hypothesize it is the host’s inflammatory response and microenvironment, rather than the parasite, that triggers HIF-α activation. To address this, macrophages from mice with intact HIF-α signaling (LysM^Cre^ARNT^f/+^) or mice with deleted HIF-α signaling (LysM^Cre^ARNT^f/f^) were subjected to RNASequencing after *L. major* infection and under pro-inflammatory stimulus. We report that *L. major* infection alone is enough to induce some minor HIF-α-dependent transcriptomic changes, while infection with *L. major* in combination with pro-inflammatory stimuli induces numerous transcriptomic changes that are both dependent and independent of HIF-α signaling. Additionally, by coupling transcriptomic analysis with several pathway analyses, we found HIF-α suppresses pathways involved in protein translation during *L. major* infection in a pro-inflammatory environment. Together these findings show *L. major* induces a HIF-α-dependent transcriptomic program, but HIF-α only suppresses protein translation in a pro-inflammatory environment. Thus, this work indicates the host inflammatory response, rather than the parasite, largely contributes to myeloid HIF-α signaling during *Leishmania* infection.

## Introduction

Leishmaniasis is the family of diseases caused by infection with protozoan *Leishmania* parasites. Because pathology depends upon both the species of parasite and the host immune response, leishmaniasis can manifest in three main forms: cutaneous leishmaniasis (CL), mucocutaneous leishmaniasis (MCL), and visceral leishmaniasis (VL). *Leishmania* parasites are transmitted via sandfly bites and are endemic in more than 90 countries across Africa, Asia, and Latin America resulting in 1-2 million new cases of leishmaniasis each year (1, 2). There is currently no human vaccine and existing treatments against *Leishmania* parasites are toxic to the host, difficult to administer, require a long duration, and are often ineffective (3). The lack of new treatments or vaccines has made global disease control and elimination efforts challenging, reiterating the importance of understanding the host immune response to identify potential therapeutic targets (4).

Upon a sandfly bite, parasites are taken up by macrophages in the skin. After phagocytosis, parasites reside in phagolysosomes in macrophages and begin multiplying. Controlling parasite burden is dependent on a predominant Th1 immune response where CD4^+^ T cells produce IFNγ which activates macrophages to kill parasites by releasing nitric oxide (NO) and reactive oxygen species (ROS) (5). During CL, neutrophils and inflammatory monocytes are initially recruited to the site of infection (6). Severity of disease is highly dependent upon both parasite burden and the host inflammatory response with excessive inflammation contributing to overall pathology and extending the duration of disease (7). Despite an effective immune response, parasites can persist at low levels in the skin for years even after dermal lesions have resolved (8).

Leishmanial lesions are characterized by hypoxia and the presence of pro-inflammatory cells and cytokines (9–12). During inflammatory hypoxia, transcription factors hypoxia-inducible factor (HIF)-1α and HIF-2α are induced by decreased oxygen availability in tissues (13). HIF-α transcription factors are master regulators of genes involved in metabolism and the cellular response to oxygen deprivation (14, 15). Upon activation, HIF-α subunits bind aryl hydrocarbon receptor nuclear translocator (ARNT; also known as HIF-1β), and ARNT/HIF-α heterodimers translocate to the nucleus where they induce the transcription of HIF-α target genes (16). HIF-α subunits can also be activated by oxygen-independent mechanisms such as TLR ligation, pro-inflammatory cytokines, or ROS stimulation (17, 18). Furthermore, under normoxic conditions LPS induces HIF-1α expression via MyD88/NFκB signaling in macrophages, and mice deficient in HIF-1α are more susceptible to a variety of bacterial and fungal infections (17, 19–22).

During CL, human lesions contain elevated levels of HIF-1α and the HIF-α target, VEGF-A (19, 23, 24). Similarly, HIF-1α and VEGF-A are also elevated in lesions following experimental murine *L. major* infection (25, 26). Both inflammatory signaling, such as IFNγ production, as well as hypoxia in the skin promote HIF-1α accumulation in *L. major*-infected macrophages, but which signal occurs first and the relative contributions of each signal to HIF-1α signaling are not known (19, 27, 28). Myeloid-specific HIF-1α^-/-^ mice infected with *L. major* exhibit increased lesion sizes and parasite burdens due to impaired expression of NOS2, a HIF-1α-specific target gene (19). These data suggest activated HIF-1α in dermal myeloid cells contributes to parasite control through NO production. Additionally, mice deficient in myeloid ARNT/HIF-α signaling (LysM^Cre^ARNT^f/f^; missing both HIF-1α and HIF-2α pathways) infected with *L. major* exhibit decreased myeloid-derived NOS2 and VEGF-A which impairs lymphangiogenesis at the site of infection, resulting in larger lesion sizes, despite parasites being controlled (26). Altogether, these data suggest myeloid HIF-α signaling plays critical roles in both parasite control and lesion resolution during *L. major* infection.

HIF-α activation depends on the *Leishmania* parasite species. In contrast to *L. amazonensis* and *L. donovani* parasites, *L. major* parasites alone do not increase HIF-1α expression or activation under normoxic conditions (11, 19, 27, 29). Additionally, during *in vivo L. major* infection, both infected and bystander macrophages exhibit HIF-α activation compared to macrophages from naïve skin (28). Based on these findings, we hypothesize that during *L. major* infection, it is the host’s inflammatory response and microenvironment, rather than the parasite itself, that triggers HIF-α activation. To address this hypothesis, we performed transcriptomic analyses on macrophages from LysM^Cre^ARNT^f/+^ or LysM^Cre^ARNT^f/f^ that either exhibit intact or impaired ARNT/HIF-α signaling in myeloid cells, respectively. LysM^Cre^ARNT^f/+^ or LysM^Cre^ARNT^f/f^ macrophages were infected or not with *L. major* parasites and then treated or not with LPS and IFNγ to define the importance of ARNT/HIF-α signaling in response to *L. major* parasites in the presence or absence of a pro-inflammatory milieu. We find infection with *L. major* parasites induces transcriptional changes in macrophages and some of these early transcriptomic changes are absent in macrophages without HIF-α signaling. This indicates *L. major* induces some transcriptomic changes that are HIF-α-dependent, and *L. major* infection is sufficient to induce HIF-α activation *in vitro*, albeit minimal compared to pro-inflammatory stimuli. We discovered under inflammatory conditions, HIF-α signaling suppresses transcripts and pathways involved in translation such as ribosomal transcripts, EIF2 signaling and the ribosome pathway during infection with *L. major.* Additionally, we identified top enriched pathways associated with *L. major* infection during and apart from inflammatory conditions as well as with and without intact HIF-α signaling.

## Materials and methods

### Parasites

*Leishmania major* strain (WHO/MHOM/IL/80/Friedlin) parasites were cultured with Schneider’s insect media (Gibco) supplemented with 20% heat-inactivated fetal bovine serum (FBS) (Invitrogen), 100 U/mL penicillin/streptomycin (Sigma), and 2 mM L-glutamine (Sigma). Metacyclic promastigotes were isolated from 4-5 day old cultures using Ficoll (Sigma) gradient separation for infections (23).

### Mice

C57BL/6 mice were purchased from the National Cancer Institute. Mice with a myeloid-specific *ARNT* conditional knockout were developed by crossing a strain expressing the LysM^Cre^ allele with another strain with a floxed *ARNT* conditional allele and were bred on campus in the vivarium. The LysM^Cre^ARNT^f/f^ and LysM^Cre^ARNT^f/+^ mice were a gift from M. Celeste Simon (University of Pennsylvania, Philadelphia, PA). LysM^Cre^ARNT^f/+^ mice were used as controls for LysM^Cre^ARNT^f/f^ mice. All animals were housed in the vivarium under pathogen-free conditions at the University of Arkansas for Medical Sciences (UAMS). All mice were infected between 6-8 weeks of age and all procedures were approved by UAMS IACUC and followed institutional guidelines.

### Murine infection *in vivo*

For dermal ear infections in C57BL/6 mice, 2×10^6^ promastigote *Leishmania major* (WHO/MHOM/IL/80/Friedlin) parasites in 10 µL PBS (Gibco) were injected intradermally into the ear. For analyses, ears were excised, dorsal and ventral sheet were separated. Ear sheets were enzymatically digested for 90 min at 37°C using 0.25 mg/mL Liberase (Roche) and 10 mg/mL DNase I (Sigma) in incomplete RPMI 1640 (Gibco). After digestion, ears were smashed through a filter to obtain a single-cell suspension (28).

### Single-cell RNASequencing sample preparation

The scRNASeq samples were prepared and data was acquired as a part of a previous study (28). In short, the Arkansas Children’s Research Institute (ACRI) Genomics and Bioinformatics Core prepared NGS libraries from fresh single-cell suspensions using the 10X Genomics NextGEM 3’ assay for sequencing on the NextSeq 500 platform using Illumina SBS reagents. Trypan Blue exclusion determined cell quantity and viability. Library quality was evaluated with the Advanced Analytical Fragment Analyzer (Agilent) and Qubit (Life Technologies) instruments.

### scRNASeq data analysis

Data analysis was performed as a part of a previous study (28). Briefly, the UAMS Genomics Core generated Demultiplexed fastq files which were analyzed using 10X Genomics Cell Ranger alignment and gene counting software, a self-contained scRNASeq pipeline developed by 10X Genomics. The reads were aligned to the mm10 reference transcriptomes using STAR and transcript counts were generated (30, 31). The *Seurat* R package processed the raw counts generated by *cellranger count* (32, 33). Potential doublets, low quality cells, and cells with a high percentage of mitochondrial genes were filtered out. Cells that have unique feature counts > 75^th^ percentile plus 1.5 times the interquartile range (IQR) or < 25^th^ percentile minus 1.5 time the IQR were filtered. Similarly, cells with mitochondrial counts falling outside the same range for mitochondrial gene percentage were filtered. After filtering, all 8 sequencing runs were merged. The counts were normalized using the LogNormalize method which log-transforms the results (28). Subsequently, the 2000 highest variable features were selected. The data was scaled, and Principal component analysis (PCA) was performed. A JackStraw procedure was implemented to determine the significant PCA components that have a strong enrichment of low p-value features.

A graph-based clustering strategy embedded cells in graph structure (34) Seurat visualized the results in t-distributed stochastic neighbor embedding (tSNE) and Uniform Manifold Approximation and Projection (UMAP) plots (35). Seurat *FindNeighbors* and *FindClusters* functions were optimized to label clusters. Seurat *FindAllMarkers* function finds markers that identify clusters by differential expression, defining positive markers of a single cluster compared to all other cells and comparing those to known markers of expected cell types from previous single-cell transcriptome studies. Cell type determinations were determined by manually reviewing these results, and some clusters were combined if their expression was found to be similar. From here for this work, we specifically provide Feature maps showing transcript expression of HIF-1α, HIF-2α, and corresponding target genes of these transcription factors amongst all clusters, and particularly in macrophages.

### Generation of bone marrow-derived macrophages

Femurs collected from mice were soaked in 70% ethanol for 2 minutes and then flushed with 10 mL of cDMEM to extract bone marrow cells. Bone marrow cells were counted before plating 5x10^6^ cells per 100 mm Petri dish in 10 mL of conditioned macrophage media (cDMEM with 25% L929 cell supernatants). Cells were cultured for 7 days, refreshing media at day 3. To remove the macrophages from the Petri dish, macrophages were washed with ice-cold PBS and gently removed with a cell scraper. The collected macrophages were counted and loaded into 24-well plates with 1x10^6^ cells in 1 mL cDMEM per well.

### *In vitro* infection of BMDM and RNASeq

Bone marrow-derived macrophages (BMDMs) were plated into 24-well plates and allowed to rest overnight. Parasites were added to the wells at a 5:1 multiplicity of infection (MOI). Extracellular parasites were washed away at 2 hours post-infection. After washing, BMDMs were cultured in media with or without 100 ng/mL LPS (Sigma) and 10 ng/mL IFNγ (Peprotech). After 8 hours, the cells washed with PBS, lysed with RLT lysis buffer for RNA extraction, and stored at -80 °C. For transcriptomic RNASeq studies, RNA was extracted following the Qiagen RNEasy Mini-Kit instructions before being subjected to RNASeq analysis. Each experiment group contained 2 or 3 samples for RNASeq analysis.

### RNASeq analysis

Following demultiplexing, RNA reads were checked for sequencing quality using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and MultiQC (36)(version 1.6). The raw reads were then processed according to Lexogen’s QuantSeq data analysis pipeline with slight modification. Briefly, residual 3’ adapters, polyA read through sequences, and low quality (Q < 20) bases were trimmed using BBTools BBDuk (version 38.52) (https://sourceforge.net/projects/bbmap/). The first 12 bases were also removed per the manufacture’s recommendation. The cleaned reads (> 20bp) were then mapped to the mouse reference genome (GRCm38/mm10/ensemble release-84.38/GCA_000001635.6) using STAR (30) (version 2.6.1a), allowing up to 2 mismatches depending on the alignment length (e.g. 20-29bp, 0 mismatches; 30-50bp, 1 mismatch; 50–60+bp, 2 mismatches). Reads mapping to > 20 locations were discarded. Gene level counts were quantified using HTSeq (htseq-counts) (37) (version 0.9.1) (mode: intersection-nonempty).

Genes with unique Entrez IDs and a minimum of ~2 counts-per-million (CPM) in 4 or more samples were selected for statistical testing. This was followed by scaling normalization using the trimmed mean of M-values (TMM) method (38) to correct for compositional differences between sample libraries. Differential expression between naive and infected ears was evaluated using limma voomWithQualityWeights (39) with empirical bayes smoothing. Genes with Benjamini & Hochberg (40) adjusted p-values ≤ 0.05 and absolute fold-changes ≥ 1.5 were considered significant.

Gene Set Enrichment Analysis (GSEA) was carried out using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway databases and for each KEGG pathway, a p-value was calculated using hypergeometric test. Cut-off of both p < 0.05 and adjusted p-value/FDR value < 0.05 was applied to identify enriched KEGG pathways. DEGs that are more than 1.5-fold relative to controls were used as input, with upregulated and downregulated genes considered separately. Subsequently, the heat maps were generated using these genes with complex Heatmap. All analyses and visualizations were carried out using the statistical computing environment R version 3.6.3, RStudio version 1.2.5042, and Bioconductor version 3.11. The raw data from our bulk RNA-Seq analysis were deposited in Gene Expression Omnibus (GEO accession number— GSE273822).

### Ingenuity pathway analysis

To categorize the extensive list of differentially expressed genes identified by RNASeq, we performed Ingenuity Pathway Analysis (IPA). IPA allows for the upload and analyzation of high throughput data by placing the data into biological pathways, while also building networks to represent biological systems. To perform the IPA, we inputted our list of DEGs from the RNASeq data into the IPA software (Qiagen). We used a p-value cut-off of <0.05 so that anything below that would be considered for analysis. For the fold change (FC), we used a range of FC -2 to 2 so any values outside of that range would be analyzed by IPA.

### *In vitro* infections and DMOG treatment

Bone marrow-derived macrophages were cultured in cDMEM in polypropylene tubes overnight. Macrophages were then infected with *L. major* parasites at an MOI of 5:1 and extracellular parasites were washed away at 2 hour post-infection. For HIF-α stabilization, macrophages were cultured with DMOG at a concentration of 0.1 mM.

### mRNA extraction and real-time PCR

mRNA was extracted with the RNeasy mini kit (Qiagen). RNA was reverse transcribed with the High-Capacity cDNA reverse transcription kit (Applied Biosystems). Quantitative real-time PCR was performed using SYBR green PCR Master Mix and a QuantStudio 6 Flex real-time PCR system (Life Technologies). Mouse primer sequences were selected from the PrimerBank (http://pga.mgh.harvard.edu/primerbank/): Rpl4 (forward 5′-CCCCTCATATCGGTGTACTCC-3′ and reverse 5′-ACGGCATAGGGCTGTCTGT-3′), Rpl12 (forward 5′-ACTGGAAGGGTCTCAGAATTACA-3′ and reverse 5′-TGCCGGGCAATGTTGACAA-3′), Rpl23 (forward 5′-GAAGATCCGAACGTCACCCAC -3′ and reverse 5′-GGCCTTGACATCCACAATGAA-3′), and RpsII (forward 5′-CGTGACGAAGATGAAGATGC-3′ and reverse 5′-GCACATTGAATCGCACAGTC-3′). The results were normalized to the housekeeping ribosomal protein S14 gene (RpsII) using the comparative threshold cycle method (2-ΔΔCT) for relative quantification.

### Flow cytometry

To assess cell viability, macrophages infected or not with *L. major* and treated or not with DMOG were incubated with fixable Aqua dye (Invitrogen) for 10 min at room temperature. Cells were treated with FcγR blocking reagent (Bio X Cell) and 0.2% rat IgG for 10 minutes at 4°. Next, macrophages were surface stained with anti-CD45-AF700 (eBioscience, clone 30-F11), anti-CD11b-BV605 (Biolegend, clone M1/70), anti-CD64-BV711 (Biolegend, clone X54-5/7.1), and anti-Ly6C-PerCP-Cy5.5 (eBioscience, clone HK1.4). Surface staining was performed in Super Bright staining buffer (eBiosciences).

### *In vitro* translation analysis

To assess translational activity, puromycin incorporation was measured using flow cytometry as previously described (41). After 24 hours of infection with *L. major* parasites, macrophages were treated with puromycin at a concentration of 10 μg/mL in PBS. Puromycin was detected by flow cytometry using an anti-puromycin antibody conjugated to AF647 (Sigma, MABE343-AF647) after intracellular staining with the Foxp3 kit (Life technologies).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9. Besides the scRNASeq of leishmanial lesions and total RNASeq of BMDMs where statistics are described above, a t-test was performed with *p* ≤ 0.05 being considered statistically significant. A Grubbs’ test was used to identify and mathematically remove outlier data points.

## Results

HIF-α signaling is a hallmark of lesions following *Leishmania* infection, but the specific cell types in lesions undergoing HIF-α activation are not known (11, 12, 27). To identify the cell types in leishmanial lesions that express the transcription factors HIF-1α and HIF-2α as well as their transcriptional target genes, we performed scRNASeq on lesions 4 weeks after dermal *L. major* inoculation (28). Specifically, single cells from the ears of infected and naive mice were bar-coded and sequenced using the droplet-based 10X Genomics Chromium platform. Unbiased hierarchical clustering using Seurat was performed to identify clusters indicative of individual cell types (**Figure 1A**). Of the 35 distinct cell types, HIF-1α is mainly expressed in keratinocytes, fibroblasts, chondrocytes, and endothelial cells in naïve uninfected skin. In contrast, HIF-1α is predominantly expressed by infiltrating cells including T cells, neutrophils, and monocyte-derived macrophages during *L. major* infection (**Figure 1B**). Of the 35 distinct cell types, HIF-2α is mainly expressed in fibroblasts, chondrocytes, and endothelial cells in naïve uninfected skin (**Figure 1B**). After infection, HIF-2α retains expression in fibroblasts, chondrocytes, and endothelial cells and is additionally expressed in infiltrating T cells and monocyte-derived macrophages during *L. major* infection (**Figure 1B**).

**Figure 1:**
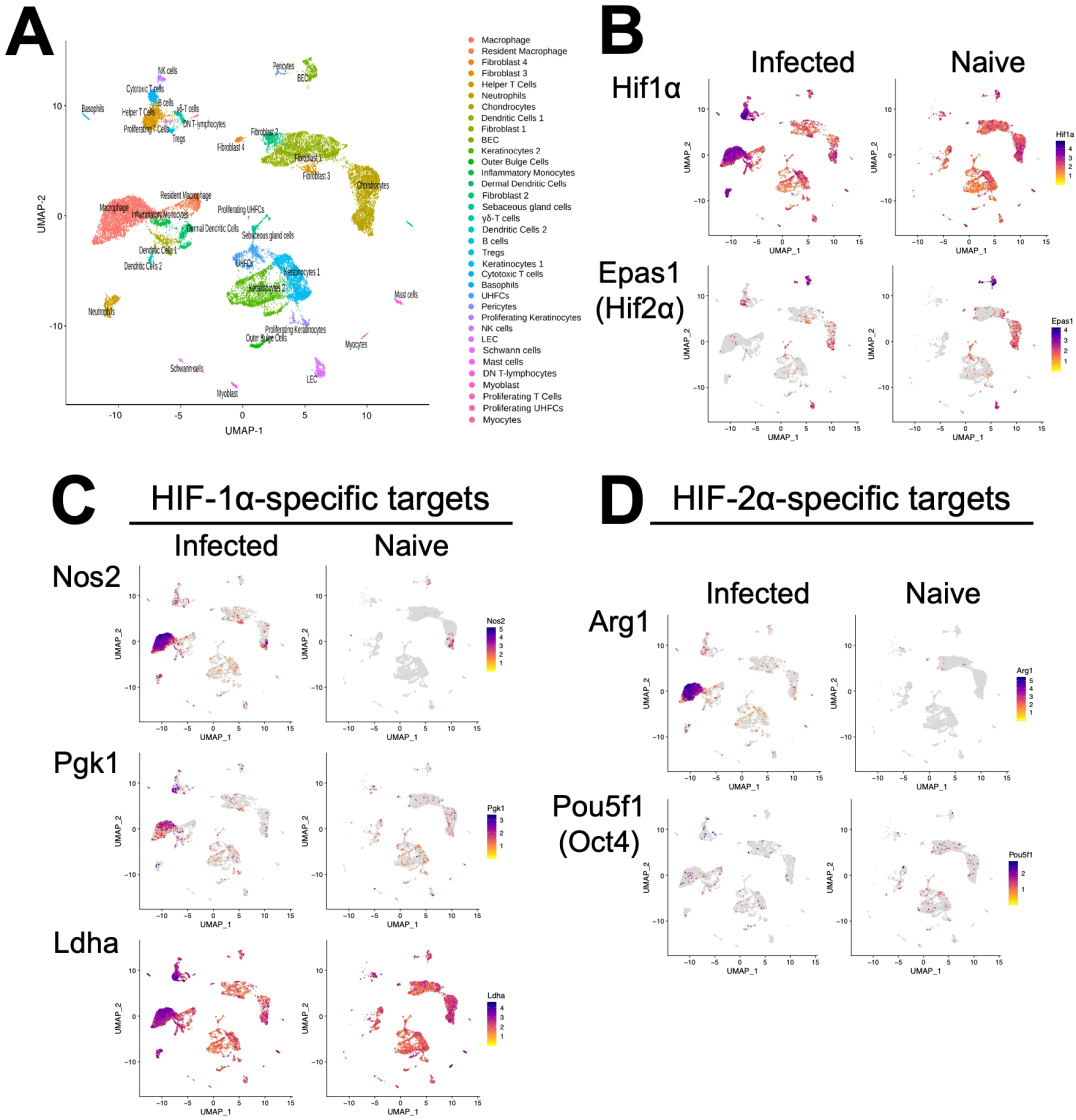
Single-cell RNASequencing (scRNASeq) shows HIF-α transcriptional targets are elevated in murine lesions during *L. major* infection. C57BL/6 mice were infected or not with 2×10^6^ *L. major* parasites intradermally in the ear. At 4 weeks, infected ears and naïve uninfected control ears were digested and subjected to scRNASeq as a part of a previous study (28). **(A)** Uniform Manifold Approximation and Projection (UMAP) plot revealed 35 distinct cell clusters. Seurat’s FindClusters function identified each cell cluster and cell type designation to the right. To initially define cell clusters both naive and infected groups were combined, but here naive and infected groups are shown to specify transcript expression under each condition. **(B)** Feature plots of expression distribution for HIF-1α and HIF-2α (gene Epas1). **(C)** Feature plots of expression distribution for HIF-1α-specific target genes (Nos2, Pgk1, and Ldha). **(D)** Feature plots of expression distribution for HIF-2α-specific target genes (Arg1 and Oct4 (gene Pou5f1)). Expression levels for each gene are color-coded and overlaid onto UMAP plot. Cells with the highest expression level are colored dark purple.

Because HIF-α expression does not always correlate to HIF-α activity, we examined HIF-1α and HIF-2α transcriptional target genes as a surrogate for HIF-α activation. Besides Ldha, overall HIF-1α and HIF-2α target genes are expressed at low levels in naïve skin (**Figures 1C, D**). In contrast, HIF-1α-specific target genes including Nos2, Pgk1 and Ldha are dramatically increased upon infection, and these are predominantly expressed in monocyte-derived macrophages (**Figure 1C**). Similarly, the HIF-2α-specific target gene Arg1 is also highly expressed in monocyte-derived macrophages and Arg1 is significantly upregulated during infection (**Figure 1D**). However, another HIF-2α-specific target gene Pou5f1 (protein name Oct4) was only minorly expressed in monocyte-derived macrophages (**Figure 1D**). Altogether these transcriptomic data show that monocyte-derived macrophages exhibit HIF-1α and HIF-2α activation following *L. major* infection.

Given lesional monocyte-derived macrophages exhibited HIF-1α and HIF-2α activation, we evaluated the host macrophage responses during *L. major* infection using macrophages derived from monocytes from the bone marrow. 

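RNA from bone marrow-derived macrophages was sequenced as tags of the 3′ end of each transcript (QuantSeq libraries, single-end reads). The 18 libraries form 6 groups of 3 replicates: ARNT f/+ and ARNT f/f macrophages cultured in media, infected with *L. major* (P), or infected and treated with LPS and IFNγ (PI). Parasites were added at 5 per macrophage and washed away after 2 hours, and the cells were lysed 8 hours after the wash. LPS was given at 100 ng/ml and IFNγ at 10 ng/ml. The paper states 2 or 3 samples per group without naming them, and all 18 libraries were used here. Neither the paper nor the library titles say whether the replicates of a group came from different mice. Spreads and p values are therefore between libraries, and may not cover differences between mice. The authors removed adapters, low-quality bases and the first 12 bases of each read, aligned the reads to the GRCm38 mouse genome, discarded reads that mapped to more than 20 places, and counted reads on each gene. The values are these counts for 47729 genes, without normalization and without molecular identifiers to tell copies of one molecule apart. Intervals and limits from counts therefore cover counting error only.
Total counts per library ran from 18776968 to 29711716 in ARNT f/+ (median 22987118), from 10764703 to 47923742 in ARNT f/+ PI (median 26535372), from 31326371 to 37120320 in ARNT f/f (median 36613624), and from 7841493 to 17208488 in ARNT f/f P (median 17005627). In ARNT f/+ P, replicate 1 had 2161 counts on 1131 genes, against 27499516 and 27157346 in replicates 2 and 3. In ARNT f/f PI, replicate 3 had 564633 counts on 7822 genes, against 34961364 and 31755463 in replicates 1 and 2. A single count equals 156 CPM (counts scaled to a common library size) in ARNT f/+ P replicate 1 and 1.99 CPM in ARNT f/f PI replicate 3. The values of ARNT f/+ P are therefore given by replicate. Log2 CPM of replicates of one group correlated across genes with r between 0.644 and 0.895, apart from ARNT f/+ P replicate 1, with r of 0.283 and 0.334 to replicates 2 and 3; genes are not independent replicates. The library names carry a leading number, 1 for every ARNT f/+ library, 2 for ARNT f/f in media and PI, and 3 for ARNT f/f P. A single comparison of the genotypes therefore cannot by itself separate genotype from these numbers. The same holds for ARNT f/f P against ARNT f/f or ARNT f/f PI. Setting the genotype difference in PI against that in media bears on this, since these ARNT f/f libraries share a number.
Genes with at least 2 CPM in 4 or more libraries were tested, 10553 in all. Counts were scaled by the trimmed mean of M-values (TMM), and CPM are given after this scaling, as mean ± SD of 3 libraries. All 6 groups were fitted together with edgeR's quasi-likelihood model, and p values were adjusted by the Benjamini-Hochberg method. A gene was counted as differentially expressed at an adjusted p of 0.05 or less and a fold change of at least 1.5. Where a group had no count of a gene, the fold is a lower limit against 3 counts over the group. With 1 to 3 counts it is a ratio with its 95% counting interval. The 16 deeper libraries were estimated to hold 28.4 to 366 counts per RNA molecule. These limits and intervals therefore bound read counts and not RNA levels, and the fold in RNA can be smaller than the limit. Coordinates are on GRCm38.

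**Figure D1:**
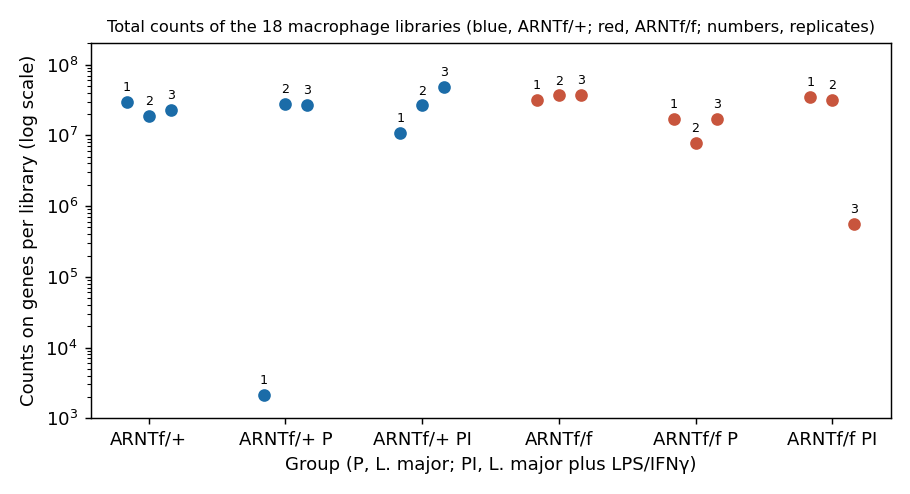
Total counts of the 18 macrophage libraries on a log scale, by group, with the replicate number beside each point. ARNT f/+ groups are blue and ARNT f/f groups red; ARNT f/+ P replicate 1 lies at 2161 counts and ARNT f/f PI replicate 3 at 564633 counts.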

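*Arnt* (ENSMUSG00000015522, chromosome 3, 95434388 to 95497240) had 0, 6 and 745 counts in the 3 ARNT f/+ libraries and 315, 71 and 39 in the 3 ARNT f/f libraries, all from macrophages in media. Its mean level was 10.7 ± 18.3 CPM (SD, n = 3) in ARNT f/+ and 4.03 ± 4.64 CPM (SD, n = 3) in ARNT f/f (log2 fold change -1.41, standard error 2.30, adjusted p = 1). The difference reversed to 4.51 without ARNT f/+ replicate 3, which held most of that group's counts. Tags of the 3′ end do not cover the other exons, so these counts do not show whether an exon was deleted. *Hif1a* (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) stood at 232 ± 53.1 CPM in ARNT f/+ and 136 ± 19.8 CPM in ARNT f/f, a log2 fold change of -0.77 (standard error 0.55, adjusted p = 1). *Epas1* (ENSMUSG00000024140, chromosome 17, 86753700 to 86833410), which encodes HIF-2α, had no count in ARNT f/+ macrophages in media and 442 counts in ARNT f/f macrophages in media, at least 92.0-fold higher in ARNT f/f. For *Epas1* the limit was 51.7-fold and 51.9-fold without ARNT f/+ replicate 1 and ARNT f/f replicate 3, respectively. Averaged over the 3 treatments, the genotype difference of *Epas1* had an adjusted p of 0.124. *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), expressed from the inactive X chromosome of females, was counted in every library at 185 to 676 CPM. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 or 1 count per library.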

To investigate the role of HIF-α signaling, we used macrophages from mice missing both HIF-1α and HIF-2α signaling where ARNT is deleted in myeloid cells and compared those responses to macrophages with intact HIF-1α and HIF-2α signaling (11, 27, 42). To first explore the host macrophage response in cells with intact HIF-1α and HIF-2α signaling, differential expression analysis was conducted on infected LysM^Cre^ARNT^f/+^ control macrophages compared to uninfected LysM^Cre^ARNT^f/+^ control macrophages referred to as ARNT^f/+^ going forward. Macrophages were infected with *L. major* at an MOI of 5:1. 

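Infection of ARNT f/+ macrophages changed 14 genes, all higher in ARNT f/+ P than in ARNT f/+; 799 genes had an unadjusted p under 0.05. The count was 53 without ARNT f/+ replicate 3, 8 without ARNT f/+ P replicate 1, 8 without ARNT f/+ P replicate 2 and 211 without ARNT f/+ P replicate 3; without ARNT f/+ P replicate 3 that group holds replicate 2 and a library of 2161 counts, so the spread is taken mostly from the other groups. The tool moved it most, to 254 genes under DESeq2 and 0 under limma voomWithQualityWeights. Limma's quality weights in ARNT f/+ P were 2.72 for replicate 1, the library of 2161 counts, 0.0512 for replicate 2 and 0.517 for replicate 3. How far these weights set its results for this group was not tested. Groups did not overlap for 936 of all genes tested (8.87%), where chance gives 10%. Since ARNT f/+ P replicate 1 had counts on 1131 genes, no other gene can show a rise without overlap. *Gm15564* (ENSMUSG00000086324, chromosome 16, 35966752 to 35983230), annotated as an antisense transcript, rose from 0.365 ± 0.344 CPM (SD, n = 3) to 1534 CPM in replicate 2 and 1856 CPM in replicate 3, with 4 counts in replicate 1 (log2 fold change 11.88, standard error 1.02, adjusted p = 5.35e-05). A 71-base exon of *Gm15564* is 98.6% identical to a stretch of *Lars2*, and this is a comparison of sequences only, since the values are counts per gene; *Gm15564* was counted in all 12 infected libraries and in 4 of the 6 libraries from media, and *Lars2* in all 12 and in 5 of the 6. *Gm15564* had a log2 fold change of 12.53 without ARNT f/+ replicate 3. Over every alternative the adjusted p of *Gm15564* ran from 4.94e-42 to 0.969. *Gca* (ENSMUSG00000026893, chromosome 2, 62664285 to 62694109) had no count in ARNT f/+ and 1130 in ARNT f/+ P (28.4 and 13.7 CPM in replicates 2 and 3), at least 503-fold higher (adjusted p = 0.0443). *Gca* had an adjusted p of 0.142, 0.159, 0.071, 0.0669 and 0.11 without ARNT f/+ replicate 1, ARNT f/+ replicate 2, ARNT f/+ replicate 3, ARNT f/+ P replicate 1 and ARNT f/+ P replicate 2, respectively, and of 1.42e-06 to 0.969 over every alternative tried. For *Gca* the limit was 283-fold and 329.7-fold without ARNT f/+ replicate 1 and ARNT f/+ P replicate 2, respectively. *Stk35* (ENSMUSG00000037885, chromosome 2, 129800517 to 129832287) had no count in ARNT f/+ and 924 in ARNT f/+ P (19.1 and 15.2 CPM), at least 412-fold higher, with an adjusted p of 0.0811. *Stk35* had an adjusted p of 0.0186 without ARNT f/+ P replicate 3, and of 1.01e-06 to 0.969 over every alternative tried. For *Stk35* the lower bound was 231-fold without ARNT f/+ replicate 1. *Socs1* (ENSMUSG00000038037, chromosome 16, 10782240 to 10785536) had no count in ARNT f/+ and 452 in ARNT f/+ P, 439 of them in replicate 2 and 13 in replicate 3, at least 201-fold higher (adjusted p = 0.0443). *Socs1* had an adjusted p of 0.186, 0.176, 0.0704, 0.114 and 0.529 without ARNT f/+ replicate 1, ARNT f/+ replicate 2, ARNT f/+ replicate 3, ARNT f/+ P replicate 1 and ARNT f/+ P replicate 2, respectively, and of 1e-06 to 0.969 over every alternative tried. For *Socs1* the limit was 113-fold, 11.4-fold and 397-fold without ARNT f/+ replicate 1, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively. *Tcf4* (ENSMUSG00000053477, chromosome 18, 69343356 to 69689079) was lower in ARNT f/+ P, at 95.1 CPM in replicate 2 and 152 CPM in replicate 3, with 0 counts in replicate 1, against 367 ± 101 CPM in ARNT f/+ (log2 fold change -1.64, standard error 0.37, adjusted p = 0.0647). *Tcf4* had an adjusted p of 0.0289 and 0.0162 without ARNT f/+ replicate 3 and ARNT f/+ P replicate 3, respectively, and of 0.00182 to 0.969 over every alternative tried. *Il1rn* (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494) was among the 3 largest rises of changed genes whose groups did not overlap, from 76.0 ± 17.5 CPM to 276 CPM in replicate 2 and 351 CPM in replicate 3, with 15 counts in replicate 1 (log2 fold change 2.93, standard error 0.49, adjusted p = 0.00548). *Il1rn* had a log2 fold change of 2.04 and 3.61 without ARNT f/+ P replicate 1 and ARNT f/+ P replicate 2, respectively. Its adjusted p was 0.856 under limma voomWithQualityWeights and ran from 2.95e-10 to 0.856 over every alternative.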

Several differentially expressed genes (DEGs) were upregulated with *L. major* infection including *Gm15564*, *Gca, Stk35*, and *Socs1* while only *Tcf4* was found to be downregulated with *L. major* infection (**Figure 2A**, **Table 1**).

**Figure 2:**
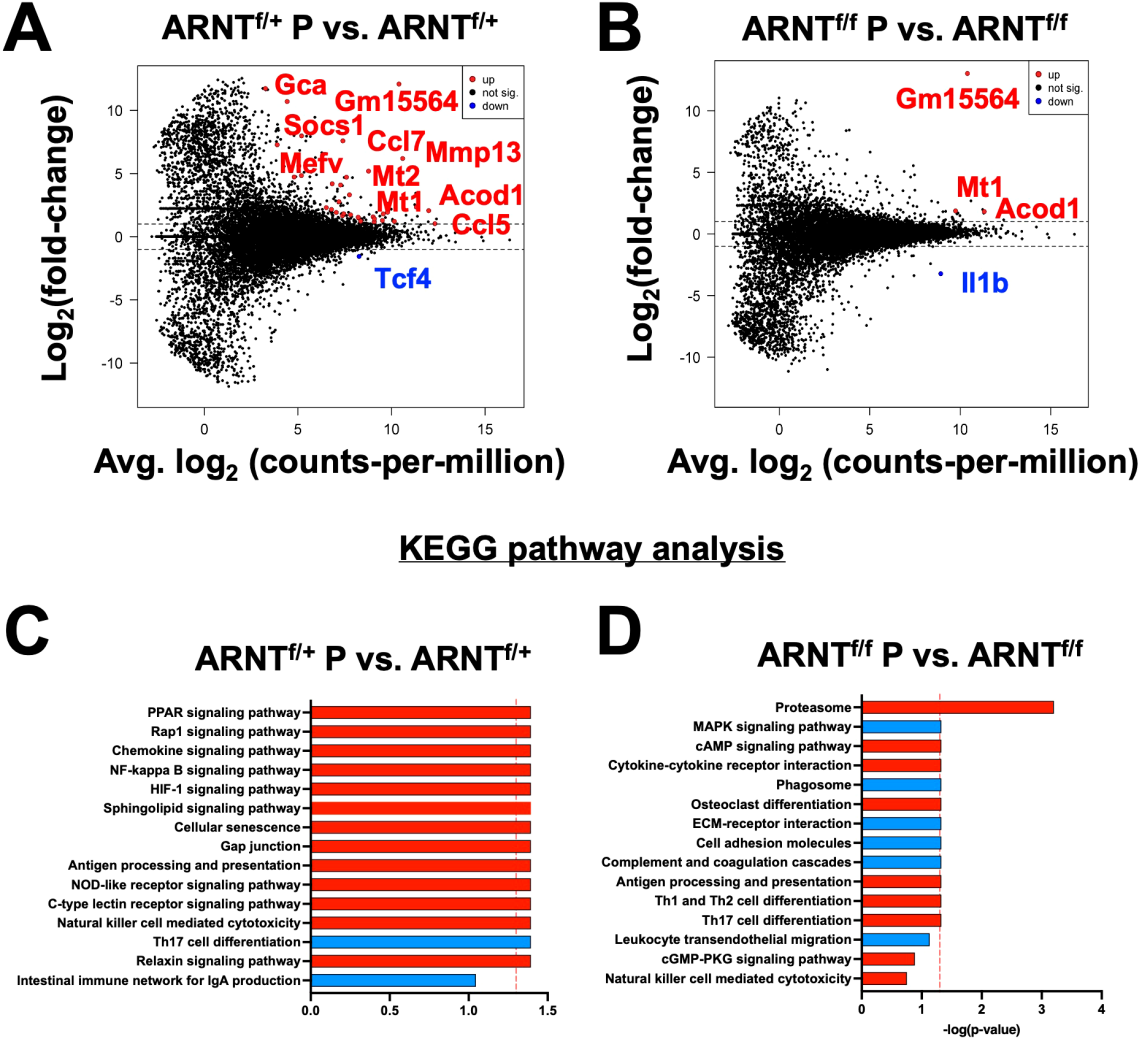
Infection with *L. major* induces transcriptional changes that are absent in infected macrophages deficient for HIF-α signaling. Macrophages infected with *L. major* were lysed and prepped for RNASequencing. **(A)** A mean-difference plot (MD plot) depicts transcripts upregulated (red) and downregulated (blue) with infection in macrophages with intact HIF-α signaling (ARNT^f/+^ P vs. ARNT^f/+^) where P indicates parasites. **(B)** An MD plot shows upregulated and downregulated transcripts in infected macrophages deficient for HIF-α signaling (ARNT^f/f^ P vs. ARNT^f/f^). **(C, D)** KEGG analysis was performed to identify the top enriched pathways during infection with *L. major* in macrophages with or without HIF-α signaling. Upregulated pathways are shown in red and downregulated pathways are shown in blue.

**Table 1:** Significantly up- or down-regulated DEGs between ARNT^f/+^ infected macrophages compared to ARNT^f/+^ uninfected macrophages.

Up-regulated	GENE NAME	logFC	PValue (adj.)
SYMBOL			
Gm15564	Predicted gene 15564	12.1	5.93E-05
Gca	grancalcin	12.0	0.00541
Stk35	serine/threonine kinase 35	11.7	0.007409
Socs1	suppressor of cytokine signaling 1	10.7	0.003167
Xkr8	X-linked Kx blood group related 8	7.99	0.024124
Ccl7	chemokine (C-C motif) ligand 7	7.60	1.39E-10
Eaf1	ELL associated factor 1	7.28	0.027228
Mmp13	matrix metallopeptidase 13	6.19	0.009873
Mefv	Mediterranean fever	5.61	0.054491
Mt2	grancalcin	5.20	0.001488
Gsr	glutathione reductase	4.84	2.41E-08
Fkbp2	FK506 binding protein 2	4.72	0.050311
Gnb4	guanine nucleotide binding protein (G protein), beta 4	4.72	0.007542
Slfn1	schlafen 1	4.19	0.000198
Fpr2	formyl peptide receptor 2	4.09	0.017288
Isg20	interferon-stimulated protein	3.32	0.021429
Mmp12	matrix metallopeptidase 12	2.76	1.39E-10
Mt1	metallothionein 1	2.60	0.018192
Acod1	aconitate decarboxylase 1	2.35	0.007409
Tent5c	terminal nucleotidyltransferase 5C	2.31	0.00651
Mcoln2	mucolipin 2	2.16	0.005174
Il1rn	interleukin 1 receptor antagonist	2.06	0.003563
Clec4e	C-type lectin domain family 4, member e	1.93	0.027228
Kmt5a	lysine methyltransferase 5A	1.93	0.00541
Selenos	selenoprotein S	1.82	1.59E-08

Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
Tcf4	transcription factor 4	-1.56	0.005174

We next investigated transcriptional changes during *L. major* infection in macrophages devoid of HIF-α signaling by comparing the transcriptome of infected LysM^Cre^ARNT^f/f^ macrophages to uninfected LysM^Cre^ARNT^f/f^ macrophages referred to as ARNT^f/f^ for the duration of the study. 

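Infection changed 3 genes in ARNT f/f macrophages, 2 higher and 1 lower, and 202 had an unadjusted p under 0.05. Of all genes tested, 1452 (13.8%) had groups that did not overlap, where chance gives 10%. Leaving out each library in turn gave 2 to 4 genes, and across the other settings the count ran from 3 to 33, the highest under DESeq2. *Mt1* (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) rose from 268 ± 14.7 CPM (SD, n = 3) in ARNT f/f to 994 ± 169 CPM in ARNT f/f P (log2 fold change 1.89, standard error 0.34, adjusted p = 0.0201). *Mt1* had an adjusted p of 0.172, 0.248, 0.223, 0.113 and 0.173 without ARNT f/f replicate 1, ARNT f/f replicate 2, ARNT f/f replicate 3, ARNT f/f P replicate 2 and ARNT f/f P replicate 3, respectively, and of 4.98e-07 to 0.248 over every alternative tried. *Acod1* (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) rose from 65.4 ± 12.1 to 234 ± 73.4 CPM (log2 fold change 1.84, standard error 0.36, adjusted p = 0.0541). Among the alternatives set in advance, its adjusted p was 0.00265 under limma voomWithQualityWeights and 7.01e-05 under DESeq2, and it ran from 7.01e-05 to 0.809 over every alternative tried. *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) fell from 16.5 ± 1.96 to 1.87 ± 1.06 CPM, on 71 counts in ARNT f/f P (log2 fold change -3.20, standard error 0.41, adjusted p = 5.58e-05); its adjusted p ran from 2.44e-10 to 0.76 over every alternative. *Gm15564* was at 0.0716 ± 0.0837 CPM in ARNT f/f, from 9 counts, and at 689 ± 198 CPM in ARNT f/f P (log2 fold change 13.04, standard error 1.08, adjusted p = 3.33e-05). *Gm15564* had a log2 fold change of 14.34 without ARNT f/f replicate 3. Its adjusted p ran from 1.77e-43 to 0.0587 over every alternative.

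**Figure D2:**
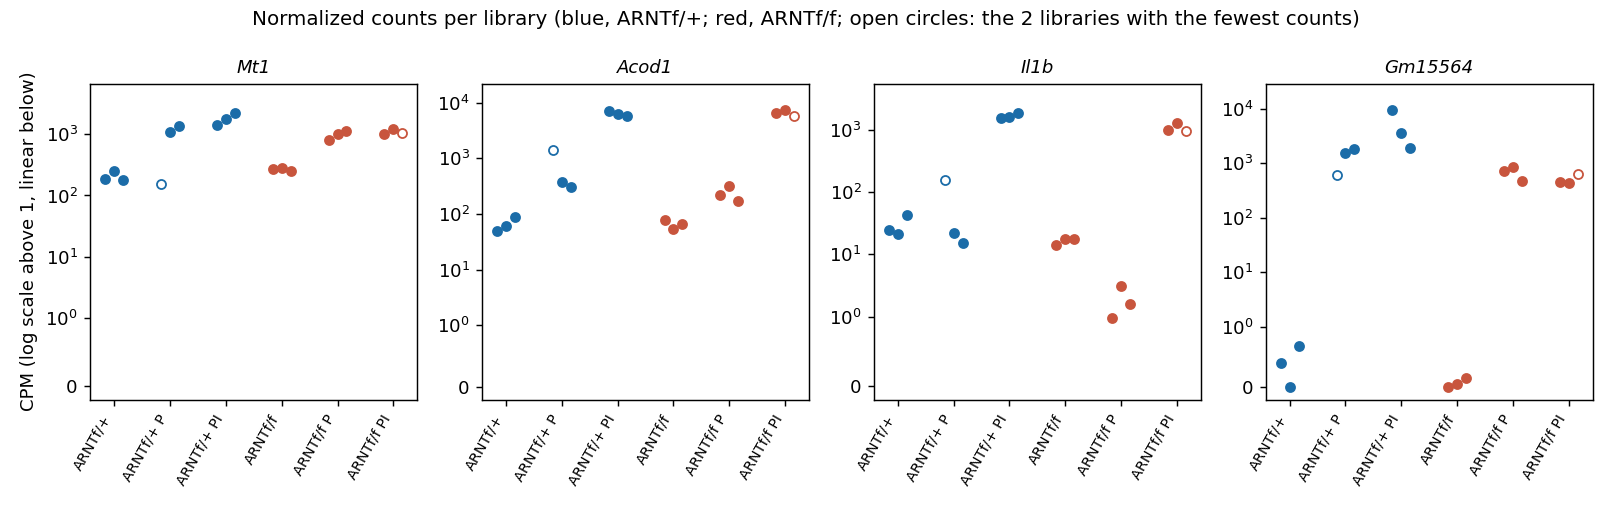
CPM of *Mt1*, *Acod1*, *Il1b* and *Gm15564* in each library by group, on a log scale above 1 CPM and a linear scale below; open circles mark the 2 libraries with the fewest counts. *Il1b* lies at 1.87 ± 1.06 CPM in ARNT f/f P, and *Gm15564* at 0 to 0.684 CPM in the libraries from media.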

Four genes were differentially expressed, including *Mt1*, *Acod1*, *Il1β* and a predicted gene, *gm15564* (**Figure 2B**, **Table 2**). 

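In ARNT f/+ macrophages, infection raised *Mt1* from 204 ± 43.2 CPM (SD, n = 3) to 1105 CPM in replicate 2 and 1347 CPM in replicate 3, with 1 count in replicate 1 (log2 fold change 2.33, standard error 0.35, adjusted p = 0.000828). *Acod1* rose from 66.2 ± 19.2 CPM to 368 CPM in replicate 2 and 303 CPM in replicate 3, with 9 counts in replicate 1 (log2 fold change 2.79, standard error 0.41, adjusted p = 0.000506); 9 counts equal 1403 CPM in that library. Leaving out any 1 of the 6 libraries left both genes past both thresholds. Under limma voomWithQualityWeights the adjusted p was 0.289 for *Mt1* and 0.969 for *Acod1*, the highest over all alternatives for each. The lowest were 2.89e-09 and 1.05e-09. Limma weighted ARNT f/+ P replicate 1 at 2.72, against 0.0512 and 0.517 for replicates 2 and 3. The difference between the genotypes in the response to infection had an adjusted p of 1 for *Mt1*, 1 for *Acod1* and 1 for *Gm15564*.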

*Mt1, Acod1*, and *Gm15564* were also upregulated with infection in HIF-α competent macrophages, indicating these transcriptional changes are independent of HIF-α signaling (**Figure 2A**, **Table 1**). Most of the transcriptomic changes seen during *L. major* infection were ablated in the absence of HIF-α signaling. For instance, 22 DEGs were upregulated in HIF-α competent macrophages with infection, that were not detected during infection in macrophages deficient for HIF-α signaling (**Figure 2A**, **Table 1**).

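Of the 22 rising genes of Table 1 that are not in Table 2, 9 were past both thresholds in ARNT f/+ P against ARNT f/+ here. Of the 22, 16 were higher in ARNT f/f P than in ARNT f/f, none was past the thresholds in edgeR's test, and 8 had an unadjusted p under 0.05. Counts of this comparison by the other tools are over all genes, 11 under limma voomWithQualityWeights and 33 under DESeq2. The median log2 fold change of the 22 genes was 4.68 in ARNT f/+ and 0.46 in ARNT f/f, and each was smaller in ARNT f/f; the genes were selected on their rise in ARNT f/+. The difference between the genotypes was tested as an interaction. It was past the thresholds for 2 of the 22 and had an unadjusted p under 0.05 for 18, with a median standard error of 1.36.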

**Table 2:** Significantly up- or down-regulated DEGs between ARNT^f/f^ infected macrophages compared to ARNT^f/f^ uninfected macrophages.

Up-regulated	GENE NAME	logFC	PValue (adj.)
SYMBOL			
Gm15564	Predicted gene 15564	13.0	4.62E-05
Mt1	metallothionein 1	1.88	1.6E-07
Acod1	aconitate decarboxylase 1	1.82	2.74E-08

Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
Il1b	interleukin 1 beta	-3.22	1.2E-08

Next, we analyzed enriched pathways during infection with *L. major* in HIF-α competent macrophages compared to their uninfected counterparts. 

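Gene sets were tested with camera, which compares the genes of a list with all other genes, at a preset correlation of 0.01 between genes; p values were adjusted over 18 set tests. The lists were written by hand, since the KEGG lists were not used here. Of the 18 tests 12 had an adjusted p of 0.05 or less. The rotation test fry kept 10 of these, all but the ribosome and HIF target lists in ARNT f/f P against ARNT f/+ P. With the correlation estimated from the data 10 were kept, all but the ribosome list in ARNT f/f P against ARNT f/+ P and the DNA replication list. Of 40 chemokine genes listed, 18 were tested in ARNT f/+ P against ARNT f/+. The median log2 fold change was 0.92 and 13 of the 18 were higher (adjusted p = 3.86e-05). Without ARNT f/+ P replicate 3 the median was -0.09 while camera still gave a rise (adjusted p = 0.000101), and limma voomWithQualityWeights moved the p most (median 1.09, adjusted p = 0.076). The adjusted p ran from 9.86e-10 to 0.076 over every alternative. Past both thresholds were 1 gene over all genes tested and 2 adjusted over the list alone.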

KEGG analysis revealed several enriched pathways with *L. major* infection including the ‘PPAR signaling pathway’, ‘Rap1 signaling pathway’, and ‘Chemokine signaling pathway’ (**Figure 2C**). Additionally, the ‘Th17 cell differentiation pathway’ was downregulated in infected macrophages compared to uninfected ARNT^f/+^ macrophages (**Figure 2C**). 

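HIF target genes were tested as a list of 40 genes, 38 of which passed the filter. In ARNT f/+ P against ARNT f/+ their median log2 fold change was 0.18, with 20 of 38 higher (adjusted p = 0.102; 0.092 under fry). None of them was past both thresholds over all genes in edgeR's test and 1 was when adjusted over the list alone. The median was 0.65 under limma voomWithQualityWeights, -0.11 without ARNT f/+ P replicate 2 and -0.06 without ARNT f/+ P replicate 3. Without ARNT f/+ replicate 1 it was 0.24, with an adjusted p of 0.0381, and a filter at 10 CPM gave 0.23 with an adjusted p of 0.0496. Over every alternative the adjusted p ran from 0.0381 to 0.312. Among single genes, *Hif1a* was at 9.83 CPM in replicate 2 and 126 CPM in replicate 3, with 1 count in replicate 1 (log2 fold change -1.72, standard error 0.64, adjusted p = 0.521). *Hif1a* had an adjusted p of 0.000827 without ARNT f/+ P replicate 3, and of 0.000827 to 1 over every alternative tried. *Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had 4 counts in ARNT f/+ and 84 in ARNT f/+ P, or 2.07 and 1.02 CPM in replicates 2 and 3 and 1 count in replicate 1 (log2 fold change 4.79, standard error 1.09, adjusted p = 0.127). *Nos2* had an adjusted p of 0.0245 without ARNT f/+ P replicate 3, and of 8e-05 to 0.969 over every alternative tried. *Ldha* (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627) stood at 219.9 ± 52.8 CPM in ARNT f/+ and at 431 CPM in replicate 2 and 302 CPM in replicate 3, with 0 counts in replicate 1 in ARNT f/+ P (log2 fold change 0.58, standard error 0.39, adjusted p = 0.859). *Pgk1* (ENSMUSG00000062070, chromosome X, 106187100 to 106203699) was counted in 1 of the 3 ARNT f/+ libraries (997 counts) and at 23.5 and 2.63 CPM in ARNT f/+ P replicates 2 and 3 (log2 fold change 0.20, standard error 2.31, adjusted p = 1). Its log2 fold change was -0.38 without ARNT f/+ replicate 2 or replicate 3 and -2.06 without ARNT f/+ P replicate 2; without ARNT f/+ replicate 1 no count is left in ARNT f/+, and the fitted value of 11.04 is no bound. *Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) had a log2 fold change of -0.45 (standard error 1.09, adjusted p = 1), which was 0.19 without ARNT f/+ replicate 2. *Arnt* was at 2.45 and 7.08 CPM in ARNT f/+ P replicates 2 and 3, a log2 fold change of -1.23 that became 4.69 without ARNT f/+ replicate 3. *Epas1* had no count in ARNT f/+ or ARNT f/+ P. *Arg1* (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) had no count in ARNT f/+ P and 174 in ARNT f/+, all in replicate 3, at least 43.4-fold lower; without that replicate both groups had none. For *Arg1* the limit was 77.3-fold, 22.0-fold and 21.4-fold without ARNT f/+ replicate 1, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively.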

Of note, the ‘HIF-1α signaling pathway’ was upregulated with infection (**Figure 2C**). These data demonstrate that infection with *L. major* is sufficient to drive transcriptional changes in macrophages and activate HIF-α signaling.

To further characterize the cellular processes most affected by infection in macrophages either with or without HIF-α signaling, we conducted KEGG pathway analyses. The analysis revealed that during infection with *L. major*, the proteasome pathway is upregulated in the absence of HIF-α signaling (**Figure 2D**). 

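All 40 proteasome genes listed were tested. Their median log2 fold change in ARNT f/f P against ARNT f/f was 0.26 and 33 of 40 were higher (camera adjusted p = 1.75e-06). The rotation test gave an adjusted p of 0.0111 and the estimated correlation 0.00765. None of the 40 genes was past both thresholds in edgeR's test, over all genes or adjusted over the list alone. Leaving out each library in turn gave medians of 0.23 to 0.34. The leading number of the library names differs between ARNT f/f P and ARNT f/f, so it cannot be separated from infection here.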

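The same 40 proteasome genes had a median log2 fold change of 0.13 in ARNT f/+ P against ARNT f/+, with 23 higher (adjusted p = 0.32). Leaving out ARNT f/+ P replicate 3 turned the median to -0.04, and the lowest and highest medians without 1 library were -0.04 and 0.24. The difference between the genotypes in this response had a median of 0.06, with 23 of 40 genes higher in ARNT f/f (adjusted p = 0.0888 from camera and 0.492 from fry over 3 such tests, chosen after the result of each genotype was seen).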

When we investigated enriched pathways in infected macrophages with intact HIF-α, the proteosome pathway was not upregulated suggesting this pathway is normally suppressed by HIF-α during *L. major* infection. These data together indicate infection alone induces transcriptional changes that are HIF-α-dependent, suggesting infection with *L. major* parasites is sufficient to activate HIF-α signaling *in vitro* contrary to other reports (23, 25, 27).

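Infected macrophages of the 2 genotypes were also compared on the 38 HIF target genes. The median log2 fold change in ARNT f/f P against ARNT f/+ P was -0.38, with 11 of 38 higher (camera adjusted p = 2.36e-05). The adjusted p was 0.0743 under fry and 0.0109 with the correlation estimated, and none of the genes was past both thresholds on its own. Without 1 of the 6 libraries the median lay between -0.61 and -0.01, the last without ARNT f/+ P replicate 3. From genes that changed with infection in ARNT f/+ macrophages and not in ARNT f/f macrophages, and from the proteasome and HIF-1α pathways, the paper concludes that infection alone induces HIF-α-dependent transcriptional changes, and proposes that *L. major* is sufficient to activate HIF-α signaling in vitro.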

During infection with *L. major* parasites, a strong Th1 immune response is formed resulting in the release of a multitude of pro-inflammatory mediators. To identify inflammation-related transcriptomic changes, both HIF-α signaling competent and deficient macrophages were infected with *L. major* and treated with LPS and IFNγ to mimic the *in vivo* pro-inflammatory environment. 

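Between ARNT f/+ PI and ARNT f/+ P, 896 genes changed, 510 higher and 386 lower in ARNT f/+ PI. Without ARNT f/+ P replicate 2 the count was 440, and without any other single library it was between 671 and 989. DESeq2 gave 1646 genes and limma voomWithQualityWeights 564. Groups did not overlap for 1879 of all genes tested (17.8%), where chance gives 10%. Since ARNT f/+ P replicate 1 had counts on 1131 genes, no other gene can show a fall without overlap. With size factors in place of TMM the median log2 fold change of all genes moved by -0.37, and 364 genes were higher and 608 lower.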

We identified 1,076 genes that were differentially expressed when comparing infected ARNT^f/+^ macrophages treated with LPS and IFNγ to infected ARNT^f/+^ macrophages not treated with LPS and IFNγ (**Figure 3A**, **Table 3**). The top upregulated DEGs were *Gpr18* and *Mmp25* (**Table 3**). Additionally, there were many immune-related transcripts that were upregulated to a lesser extent including *Il12b*, *Cd40*, and *Nos2*, all of which participate in the immune response to *Leishmania* parasites (**Figure 3A**, **Table 3**). 

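*Gpr18* (ENSMUSG00000050350, chromosome 14, 121911253 to 121915781) had no count in ARNT f/+ P and 2140 in ARNT f/+ PI (37.0 ± 18.9 CPM (SD, n = 3)), at least 606-fold higher (adjusted p = 0.00849). *Gpr18* had an adjusted p of 0.0907 and 0.0579 without ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively, and of 0.000143 to 0.127 over every alternative tried. For *Gpr18* the limit was 308-fold and 299-fold without ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively. *Mmp25* (ENSMUSG00000023903, chromosome 17, 23628311 to 23645277) had no count in ARNT f/+ P and 2078 in ARNT f/+ PI (30.1 ± 5.81 CPM), at least 589-fold higher (adjusted p = 0.0438). *Mmp25* had an adjusted p of 0.0583, 0.0619, 0.0705, 0.205 and 0.137 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 2, ARNT f/+ PI replicate 3, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively, and of 0.000629 to 0.332 over every alternative tried. For *Mmp25* the lower bound was 299-fold and 289.9-fold without ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively. *G530011O06Rik* (ENSMUSG00000072844, chromosome X, 169975043 to 169978917), a processed transcript, was by fitted value among the 3 largest rises of changed genes whose groups did not overlap. It had no count in ARNT f/+ P and 1801 in ARNT f/+ PI (24.8 ± 10.7 CPM), at least 510.4-fold higher (adjusted p = 0.028). With a group at 0 the fitted value is no bound, so its place by lower limit can differ. *G530011O06Rik* had an adjusted p of 0.0516, 0.156 and 0.101 without ARNT f/+ PI replicate 3, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively, and of 0.00259 to 0.156 over every alternative tried. For *G530011O06Rik* the lowest fold was 312-fold, 259-fold and 251-fold without ARNT f/+ PI replicate 3, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively.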

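*Il12b* (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) was at 0 CPM in replicate 2 and 0.949 CPM in replicate 3, with 0 counts in replicate 1 in ARNT f/+ P and at 225 ± 23.5 CPM (SD, n = 3) in ARNT f/+ PI (log2 fold change 8.87, standard error 2.63, adjusted p = 0.0569). Its adjusted p was 0.0012 under limma voomWithQualityWeights and 0.00667 under DESeq2, and ran from 0.000603 to 0.252 over every alternative. *Cd40* (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948) rose from 16.5 CPM in replicate 2 and 7.05 CPM in replicate 3, with 2 counts in replicate 1 to 1695 ± 816 CPM (log2 fold change 6.98, standard error 1.52, adjusted p = 0.0116). *Cd40* had a log2 fold change of 7.59 and 6.30 without ARNT f/+ PI replicate 1 and ARNT f/+ P replicate 3, respectively. *Cd40* had an adjusted p of 0.0997 and 0.0711 without ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively, and of 5.25e-06 to 0.0997 over every alternative tried. *Nos2* rose to 612 ± 187 CPM (log2 fold change 8.50, standard error 1.13, adjusted p = 0.000113), and stayed past both thresholds without any 1 of the 6 libraries, with log2 fold changes of 7.97 to 8.96.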

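*Arrdc3* (ENSMUSG00000074794, chromosome 13, 80883384 to 80896042) had 2613 counts in ARNT f/+ P (57.5 CPM in replicate 2 and 39.6 CPM in replicate 3, with 0 counts in replicate 1) and none in ARNT f/+ PI, at least 1024-fold lower (adjusted p = 4.46e-05). For *Arrdc3* the limit was 439.9-fold without ARNT f/+ PI replicate 3. *Rasgrp3* (ENSMUSG00000071042, chromosome 17, 75435896 to 75529054) had 2321 counts in ARNT f/+ P (68.8 CPM in replicate 2 and 18.1 CPM in replicate 3, with 0 counts in replicate 1) and none in ARNT f/+ PI, at least 910.0-fold lower (adjusted p = 2.58e-05). For *Rasgrp3* the lower bound was 391-fold, 382-fold and 1454-fold without ARNT f/+ PI replicate 3, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively. *Cdca7l* (ENSMUSG00000021175, chromosome 12, 117804289 to 117878706) had 1533 counts in ARNT f/+ P (31.2 CPM in replicate 2 and 25.7 CPM in replicate 3, with 1 count in replicate 1) and none in ARNT f/+ PI, at least 601-fold lower (adjusted p = 0.000299). For *Cdca7l* the lowest fold was 258-fold without ARNT f/+ PI replicate 3. Among changed genes whose groups did not overlap, *Emilin1* (ENSMUSG00000029163, chromosome 5, 30913402 to 30921277) and *Fli1* (ENSMUSG00000016087, chromosome 9, 32422204 to 32542861) were, with *Cdca7l*, the 3 largest falls by fitted value. In this comparison a fall is without overlap only where ARNT f/+ P replicate 1 holds a count, and each of these 3 genes has 1 count there, so their place rests on single reads. *Emilin1* went from 19.4 CPM in replicate 2 and 23.9 CPM in replicate 3, with 1 count in replicate 1 to 0.535 ± 0.508 CPM (log2 fold change -6.09, standard error 1.90, adjusted p = 0.0406). *Emilin1* had a log2 fold change of -5.41, -5.23 and -6.70 without ARNT f/+ PI replicate 3, ARNT f/+ P replicate 1 and ARNT f/+ P replicate 2, respectively. *Emilin1* had an adjusted p of 0.0815, 0.119, 0.105, 0.0886, 0.0659 and 0.051 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 2, ARNT f/+ PI replicate 3, ARNT f/+ P replicate 1, ARNT f/+ P replicate 2 and ARNT f/+ P replicate 3, respectively, and of 0.00011 to 0.145 over every alternative tried. *Fli1* went from 68.0 CPM in replicate 2 and 86.6 CPM in replicate 3, with 1 count in replicate 1 to 1.65 ± 2.04 CPM (log2 fold change -5.57, standard error 1.37, adjusted p = 0.0169). *Fli1* had a log2 fold change of -4.79, -4.95 and -7.21 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 2 and ARNT f/+ PI replicate 3, respectively. *Fli1* had an adjusted p of 0.0683 without ARNT f/+ PI replicate 2, and of 3.37e-08 to 0.0683 over every alternative tried.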

The top downregulated DEGs were *Arrdc3*, *Rasgrp3*, and *Cdca7l* comparing infected ARNT^f/+^ macrophages treated or not with LPS and IFNγ (**Table 3**). Furthermore, we investigated transcriptional changes in infected ARNT^f/f^ macrophages treated with LPS and IFNγ compared to infected ARNT^f/f^ not treated with LPS and IFNγ. 

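Between ARNT f/f PI and ARNT f/f P, 1128 genes passed both thresholds, 550 higher and 578 lower in ARNT f/f PI. Groups without overlap were found for 3807 of all genes tested (36.1%; chance gives 10%). Leaving out each library in turn gave 774 to 935 genes, DESeq2 2154 and limma voomWithQualityWeights 1698. With size factors in place of TMM the median of all genes moved by -0.30, and 409 genes were higher and 849 lower. By fitted value, the largest rises among changed genes whose groups did not overlap were those of *Cd38* (ENSMUSG00000029084, chromosome 5, 43868553 to 43912375), *Socs1* and *Gfi1* (ENSMUSG00000029275, chromosome 5, 107716657 to 107726036). None of these genes had a count in ARNT f/f P, so these fitted values are no bound and the order by lower limit can differ. *Cd38* reached 133 ± 71.8 CPM (SD, n = 3), at least 2428-fold higher (adjusted p = 2.68e-05). For *Cd38* the limit was 1433-fold and 1424-fold without ARNT f/f P replicate 1 and ARNT f/f P replicate 3, respectively. *Socs1* reached 125 ± 62.5 CPM, at least 2362-fold higher (adjusted p = 0.000152). For *Socs1* the lower bound was 1394-fold and 1386-fold without ARNT f/f P replicate 1 and ARNT f/f P replicate 3, respectively. *Gfi1* reached 62.1 ± 16.4 CPM, at least 1032-fold higher (adjusted p = 0.00106). For *Gfi1* the lowest fold was 609-fold and 605-fold without ARNT f/f P replicate 1 and ARNT f/f P replicate 3, respectively.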

We identified 1,191 DEGs (**Figure 3B**, **Table 4**). 

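The 25 genes with the largest rises in ARNT f/+ PI against ARNT f/+ P and the 25 with the largest rises in ARNT f/f PI against ARNT f/f P had 6 genes in common. Of all genes past both thresholds, 353 were higher in both comparisons. Of the 25 risers that Table 3 lists for ARNT f/+, 23 were past the thresholds in ARNT f/+ and 23 in ARNT f/f, and 24 were higher in ARNT f/f PI than in ARNT f/f P. No interaction of LPS/IFNγ and genotype was past the thresholds for these genes in edgeR's test; over all genes that test gave 4 genes, with 863 at an unadjusted p under 0.05, against 291 under DESeq2 and 0 under limma voomWithQualityWeights.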

The top 25 most upregulated genes in response to pro-inflammatory stimuli were the same for infected macrophages with or without competent HIF-α signaling, indicating these DEGs are independent of HIF-α signaling (**Figures 3A, B**, **Table 4**). In contrast, there were differences in the top 25 downregulated DEGs in response to LPS and IFNγ stimulation in infected macrophages that are competent or impaired for HIF-α signaling (**Figure 3B**, **Table 4**). 

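The 25 largest falls of the 2 genotypes had 2 genes in common, and 207 genes were lower past both thresholds in both comparisons. Of the 25 genes that Table 4 lists as falling in ARNT f/f, 18 were past the thresholds in ARNT f/f and 3 in ARNT f/+, and 23 were lower in ARNT f/+ PI than in ARNT f/+ P.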

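*Mdp1* (ENSMUSG00000002329, chromosome 14, 55657879 to 55660508) was at 50.0 ± 27.8 CPM (SD, n = 3) in ARNT f/f P and had no count in ARNT f/f PI replicates 1 and 2; replicate 3, with the fewest counts of its group, had 10, or 19.9 CPM (log2 fold change -3.31, standard error 1.96, adjusted p = 0.301). Without that library *Mdp1* had no count in ARNT f/f PI and an adjusted p of 0.000545; over every alternative it ran from 0.000545 to 0.48. *Arap3* (ENSMUSG00000024451, chromosome 18, 37972628 to 37998969) had 1540 counts in ARNT f/f P (41.3 ± 26.9 CPM) and none in ARNT f/f PI, at least 634-fold lower (adjusted p = 0.00174). For *Arap3* the limit was 297-fold and 343-fold without ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. *Prmt3* (ENSMUSG00000030505, chromosome 7, 49778346 to 49858265) had 1616 counts in ARNT f/f P (40.8 ± 17.8 CPM) and none in ARNT f/f PI, at least 665-fold lower (adjusted p = 0.00193). For *Prmt3* the lower bound was 312-fold and 359.8-fold without ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. *Lrmp* (ENSMUSG00000030263, chromosome 6, 145115653 to 145174934) was also, by fitted value, among the 3 largest falls of changed genes whose groups did not overlap. It went from 36.5 ± 8.46 CPM to no count, at least 704-fold lower (adjusted p = 0.000427). For *Lrmp* the lowest fold was 329.9-fold and 381-fold without ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively.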

The top downregulated DEGs in infected HIF-α deficient macrophages treated with LPS and IFNγ compared to infected HIF-α deficient macrophages not treated with LPS and IFNγ were *Mdp1*, *Arap3*, and *Prmt3* (**Table 4**).

**Figure 3:**
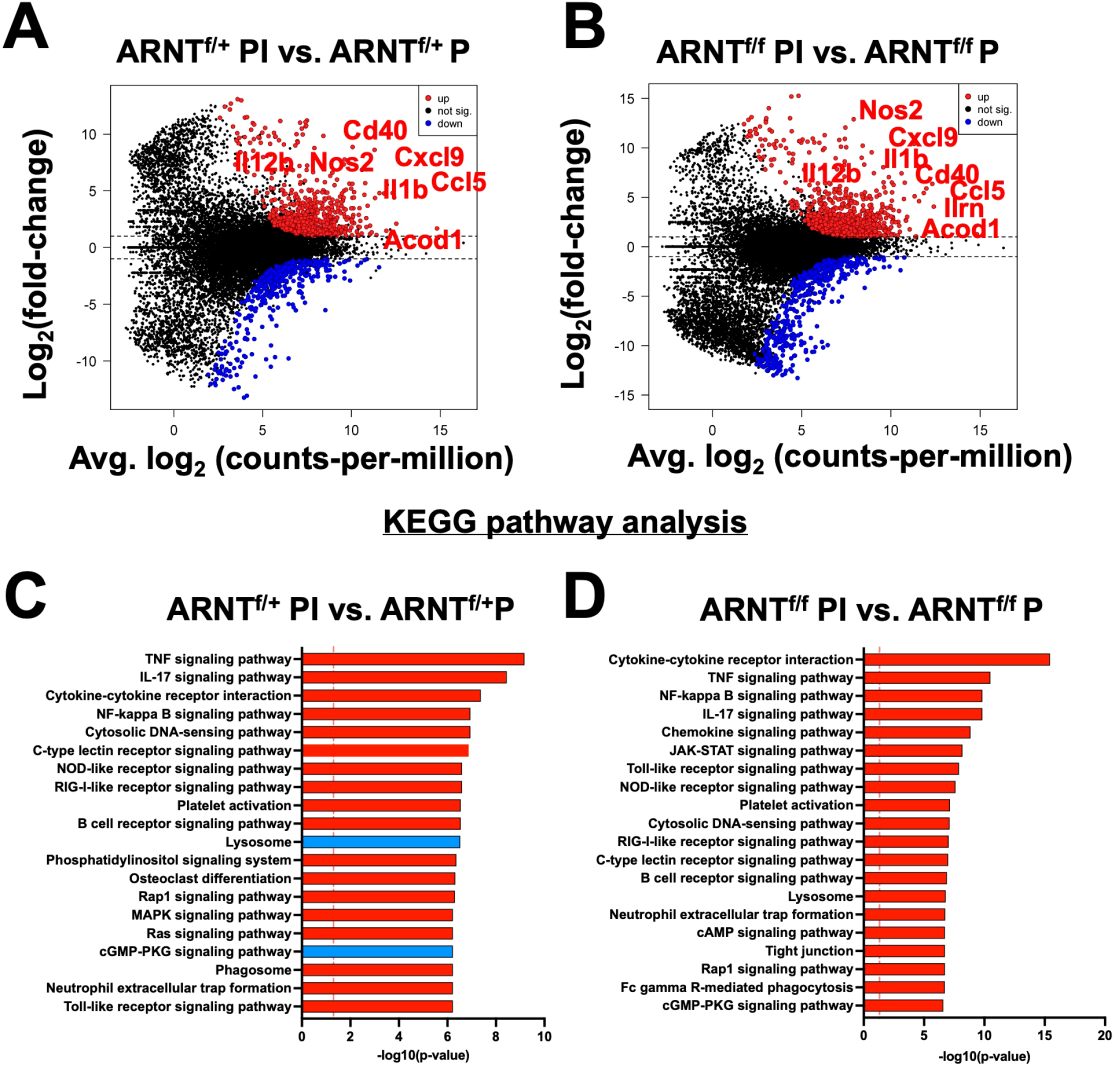
Inflammation related transcriptomic changes are both HIF-α dependent and independent. Macrophages were infected or infected and treated with LPS/IFNγ and prepped for subsequent analysis utilizing RNASeq. **(A, B)** An MD plot illustrates transcriptomic changes during infection and stimulation with LPS/IFNγ in HIF-α competent (ARNT^f/+^ PI vs. ARNT^f/+^P) and HIF-α deficient macrophages (ARNT^f/f^ PI vs. ARNT^f/f^ P). Here the PI indicates parasites and inflammatory stimuli, LPS/IFNγ, and P describes parasite infection alone. Red dots identify upregulated transcripts and blue dots identify downregulated transcripts. **(C, D)** Enriched pathways were identified using KEGG analysis for both comparisons. Red pathways indicate upregulation while blue pathways are downregulated.

**Table 3:** Significantly up- or down-regulated DEGs between infected ARNT^f/+^ macrophages treated with LPS/IFNg compared to infected ARNT^f/+^ macrophages.

Up-regulated			
SYMBOL	GENE NAME	logFC	PValue (adj.)
Gpr18	G protein-coupled receptor 18	13.0	0.012418
Mmp25	matrix metallopeptidase 25	12.7	0.024799
G530011O06Rik	RIKEN cDNA G530011O06 gene	12.4	0.030841
Gfi1	growth factor independent 1 transcription repressor	12.2	0.019407
Mir155hg	Mir155 host gene (non-protein coding)	11.5	0.010225
Fscn1	fascin actin-bundling protein 1	11.4	0.009893
Dnase1l3	deoxyribonuclease 1-like 3	11.4	0.043388
Slamf1	signaling lymphocytic activation molecule family member 1	11.2	0.001596
Serpinb1a	serine (or cysteine) peptidase inhibitor, clade B, member 1a	11.2	0.009086
Lipg	lipase, endothelial	11.1	0.001187
Cnn3	calponin 3, acidic	11.0	0.000707
Ch25h	cholesterol 25-hydroxylase	11.0	0.002272
Gja1	gap junction protein, alpha 1	10.8	0.031656
Il27	interleukin 27	10.8	0.017685
Ptgs2	prostaglandin-endoperoxide synthase 2	10.7	0.007906
U90926	cDNA sequence U90926	10.7	0.041679
Hcar2	hydroxycarboxylic acid receptor 2	10.5	0.001178
Edn1	endothelin 1	10.5	0.002139
Il19	interleukin 19	10.4	0.000264
Hdc	histidine decarboxylase	10.1	0.017935
Clic5	chloride intracellular channel 5	10.1	0.000181
Noct	nocturnin	10.1	0.023857
Serpina3f	serine (or cysteine) peptidase inhibitor, clade A, member 3F	10.0	0.003823
Upp1	uridine phosphorylase 1	9.96	0.00833
Cxcl11	chemokine (C-X-C motif) ligand 11	9.84	2.57E-05

Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
Arrdc3	Arrestin domain containing 3	-13.2	4.1E-05
Rasgrp3	RAS, guanyl releasing protein 3	-13.1	0.000965
Cdca7l	cell division cycle associated 7 like	-12.5	0.004236
Plekhg3	pleckstrin homology domain containing, family G (with RhoGef domain) member 3	-12.3	0.000787
Mblac2	metallo-beta-lactamase domain containing 2	-12.1	0.023455
Tmem62	transmembrane protein 62	-11.9	0.033723
Fry	FRY microtubule binding protein	-11.7	0.022308
Cebpa	CCAAT/enhancer binding protein (C/EBP), alpha	-11.4	8.2E-08
Plxna2	plexin A2	-11.4	0.00454
Hmmr	hyaluronan mediated motility receptor (RHAMM)	-11.3	0.030615
Arhgap19	Rho GTPase activating protein 19	-11.2	0.001724
1190007I07Rik	RIKEN cDNA 1190007I07 gene	-11.2	0.051801
Cd24a	CD24a antigen	-11.2	0.022138
Slc46a3	solute carrier family 46, member 3	-11.1	0.036122
Smyd3	SET and MYND domain containing 3	-11.1	0.041762
Aatk	apoptosis-associated tyrosine kinase	-10.9	0.048755
Lrrc14b	leucine rich repeat containing 14B	-10.9	0.045392
Birc5	baculoviral IAP repeat-containing 5	-10.9	0.031257
Abcd2	ATP-binding cassette, sub-family D (ALD), member 2	-10.8	0.026383
Dagla	diacylglycerol lipase, alpha	-10.8	0.015343
Cpox	coproporphyrinogen oxidase	-10.7	0.03363
Lrrc20	leucine rich repeat containing 20	-10.6	0.012469
Tsr2	TSR2 20S rRNA accumulation	-10.6	0.035754
Angptl2	angiopoietin-like 2	-10.5	0.003032
Cxcr4	chemokine (C-X-C motif) receptor 4	-10.5	1.32E-06

**Table 4:** Significantly up- or down-regulated DEGs between infected ARNT^f/f^ macrophages treated with LPS/IFNg compared to infected ARNT^f/f^ macrophages.

Up-regulated			
SYMBOL	GENE NAME	logFC	PValue (adj.)
Gpr18	G protein-coupled receptor 18	13.0	0.012418
Mmp25	matrix metallopeptidase 25	12.7	0.024799
G530011O06Rik	RIKEN cDNA G530011O06 gene	12.4	0.030841
Gfi1	growth factor independent 1 transcription repressor	12.2	0.019407
Mir155hg	Mir155 host gene (non-protein coding)	11.5	0.010225
Fscn1	fascin actin-bundling protein 1	11.4	0.009893
Dnase1l3	deoxyribonuclease 1-like 3	11.4	0.043388
Slamf1	signaling lymphocytic activation molecule family member 1	11.2	0.001596
Serpinb1a	serine (or cysteine) peptidase inhibitor, clade B, member 1a	11.2	0.009086
Lipg	lipase, endothelial	11.1	0.001187
Cnn3	calponin 3, acidic	11.0	0.000707
Ch25h	cholesterol 25-hydroxylase	11.0	0.002272
Gja1	gap junction protein, alpha 1	10.8	0.031656
Il27	interleukin 27	10.8	0.017685
Ptgs2	prostaglandin-endoperoxide synthase 2	10.7	0.007906
U90926	cDNA sequence U90926	10.7	0.041679
Hcar2	hydroxycarboxylic acid receptor 2	10.5	0.001178
Edn1	endothelin 1	10.5	0.002139
Il19	interleukin 19	10.4	0.000264
Hdc	histidine decarboxylase	10.1	0.017935
Clic5	chloride intracellular channel 5	10.1	0.000181
Noct	nocturnin	10.1	0.023857
Serpina3f	serine (or cysteine) peptidase inhibitor, clade A, member 3F	10.0	0.003823
Upp1	uridine phosphorylase 1	9.96	0.00833
Cxcl11	chemokine (C-X-C motif) ligand 11	9.84	2.57E-05

Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
Mdp1	magnesium-dependent phosphatase 1	-13.3	9.16E-06
Arap3	ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 3	-13.0	0.020146
Prmt3	protein arginine N-methyltransferase 3	-13.0	0.005129
Lrmp	lymphoid-restricted membrane protein	-12.8	0.000615
Rnaseh2a	ribonuclease H2, large subunit	-12.8	0.012692
Mdn1	midasin AAA ATPase 1	-12.6	2.14E-05
Coq9	coenzyme Q9	-12.6	0.00346
Kif23	kinesin family member 23	-12.5	0.015511
Mrps5	mitochondrial ribosomal protein S5	-12.5	9.62E-05
Repin1	replication initiator 1	-12.5	0.037498
Jmy	junction-mediating and regulatory protein	-12.5	0.009205
Bbs4	Bardet-Biedl syndrome 4 (human)	-12.4	0.015007
Arhgap4	Rho GTPase activating protein 4	-12.4	0.000167
Mettl27	methyltransferase like 27	-12.3	0.021847
Srm	spermidine synthase	-12.3	0.044246
Cdca7l	cell division cycle associated 7 like	-12.2	0.016851
Utp14b	UTP14B small subunit processome component	-12.2	0.016918
Umps	uridine monophosphate synthetase	-12.2	0.022375
A130010J15Rik	RIKEN cDNA A130010J15 gene	-12.2	0.036184
Gpr155	G protein-coupled receptor 155	-12.1	0.020607
1600002K03Rik	RIKEN cDNA 1600002K03 gene	-12.1	0.004012
Kiz	kizuna centrosomal protein	-12.1	0.041517
Rab4a	RAB4A, member RAS oncogene family	-12.1	0.02184
Plk1	polo like kinase 1	-12.1	0.050909
Hmmr	hyaluronan mediated motility receptor (RHAMM)	-12.1	0.05397

A functional analysis was performed to identify pathways associated with pro-inflammatory stimulus administration in infected macrophages with or without HIF-α signaling compared to their infected macrophage counterparts with no stimulus. 

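A list of 45 genes of the TNF and NF-κB response, 41 of them tested, had a median log2 fold change of 4.01 in ARNT f/+ PI against ARNT f/+ P, with 39 of 41 higher (camera adjusted p = 5.04e-32). Of these genes 24 were past both thresholds over all genes and 34 adjusted over the list alone. Without 1 library the median lay between 3.73 and 4.91.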

The KEGG analysis revealed pro-inflammatory stimuli upregulated pathways such as ‘TNF signaling receptor’, ‘IL-17 signaling pathway’, and several other inflammatory pathways (**Figure 3C**). In addition, these infected macrophages downregulated the ‘lysosome’ and ‘cGMP-PKG pathway’ in response to LPS and IFNγ administration (**Figure 3C**). 

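Of 64 lysosome genes, 23 were higher in ARNT f/+ PI than in ARNT f/+ P, with a median log2 fold change of -0.30 (adjusted p = 0.174; 0.268 under fry). Past both thresholds were 6 genes over all genes, and adjusted over the list alone 2 were higher and 7 lower. Without ARNT f/+ P replicate 1 the adjusted p was 0.044 (median -0.28), and with size factors in place of TMM it was 0.0226 (median -0.64, on a scale moved by -0.37 for all genes). With no filter on low counts the median was 0.02. The adjusted p ran from 0.0226 to 0.991 over every alternative.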

Next, we compared infected ARNT^f/f^ macrophages treated or not with LPS and IFNγ by KEGG analysis. The results revealed similar upregulated pathways as the pro-inflammatory treated and infected ARNT^f/+^ macrophages including ‘cytokine-cytokine receptor interaction’ and ‘TNF signaling pathway’ (**Figure 3D**). 

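Of the 41 genes of the TNF and NF-κB response, 39 were higher in ARNT f/f PI than in ARNT f/f P, with a median log2 fold change of 4.27 (camera adjusted p = 2.37e-44). Past both thresholds were 29 over all genes and 36 adjusted over the list alone. The median lay between 3.89 and 4.58 without 1 library. The difference between the genotypes in this response had a median of 0.37 (adjusted p = 0.00744 from camera and 0.492 from fry, chosen after both results were seen).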

Interestingly, there were no significantly downregulated pathways in infected pro-inflammatory stimulated macrophages deficient for HIF-α signaling compared to infected macrophages also deficient for HIF-α signaling. In contrast to the HIF-α competent macrophages, during HIF-α deficiency, the ‘lysosome’ and ‘cGMP-Pk3 signaling pathways’ were upregulated in infected macrophages treated with LPS and IFNγ (**Figure 3D**). These data suggest in a pro-inflammatory environment, HIF-α suppresses pathways related to *L. major* infection including those involved in production of the phagolysosome and second messenger signaling.

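The lysosome list had 24 of 64 genes higher in ARNT f/f PI than in ARNT f/f P, and the median log2 fold change was -0.26 (camera adjusted p = 0.521; 0.129 under fry). Past both thresholds were 8 genes, 3 higher and 5 lower, adjusted over the list alone, and 8 over all genes. Without ARNT f/f PI replicate 3 the median was 0.01, as it was with a filter at 10 CPM. The difference between the genotypes in the response of these genes to LPS and IFNγ had a median of 0.07, with 37 of 64 higher in ARNT f/f (adjusted p = 0.25 from camera and 0.741 from fry, chosen after both results were seen).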

After investigating changes involved with *L. major* infection alone and with pro-inflammatory stimulus in macrophages with and without competent HIF-α signaling, we directly compared the gene expression profiles of macrophages without HIF-α signaling to macrophages with HIF-α signaling under each condition. First, we compared ARNT^f/f^ to ARNT^f/+^ under basal conditions. 

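Between ARNT f/f and ARNT f/+ macrophages in media, 2 genes were past both thresholds, both higher in ARNT f/f, with 560 at an unadjusted p under 0.05. Over all genes tested the groups did not overlap for 1556 (14.7%), where chance gives 10%. The count was 26 without ARNT f/+ replicate 3 and 1 without ARNT f/f replicate 3, and 153 under DESeq2. *Isg20* (ENSMUSG00000039236, chromosome 7, 78913424 to 78920396) was at 18.3 ± 6.59 CPM (SD, n = 3) in ARNT f/f and 2.39 ± 0.774 CPM in ARNT f/+ (log2 fold change 2.94, standard error 0.41, adjusted p = 0.000878). It stayed past the thresholds without any 1 of the 6 libraries, and not under limma voomWithQualityWeights (adjusted p = 0.865) or in a fit of the 2 groups alone (0.954); the lowest over the alternatives was 3.41e-07. *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was at 1574 ± 297 CPM in ARNT f/f and 436 ± 169.6 CPM in ARNT f/+ (log2 fold change 1.85, standard error 0.36, adjusted p = 0.0525). *Spp1* had an adjusted p of 0.0486 without ARNT f/+ replicate 1, and of 9.05e-05 to 0.362 over every alternative tried. *Serpinb1a* (ENSMUSG00000044734, chromosome 13, 32842092 to 32851185) had 408 counts in ARNT f/f and 2 in ARNT f/+, a ratio of 127 (counting interval 35.3 to 1052) with an adjusted p of 0.0164. *Serpinb1a* had an adjusted p of 0.135, 0.133 and 0.0812 without ARNT f/+ replicate 1, ARNT f/+ replicate 2 and ARNT f/f replicate 3, respectively, and of 1.81e-09 to 0.954 over every alternative tried. For *Serpinb1a* the ratio was 65.4-fold without ARNT f/f replicate 3.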

We identified two upregulated DEGs in the ARNT^f/f^ macrophages compared to ARNT^f/+^ macrophages including, *Isg20* and *Spp1* suggesting HIF-α inhibits these genes during homeostasis (**Figure 4A**, **Table 5**). Next, we analyzed differences between ARNT^f/f^ to ARNT^f/+^ during infection with *L. major* parasites. 

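Between ARNT f/f P and ARNT f/+ P, 1 gene was past both thresholds, *Il1b*, lower in ARNT f/f P, and 282 genes had an unadjusted p under 0.05. Groups did not overlap for 1037 of all genes tested (9.83%), where chance gives 10%. Since ARNT f/+ P replicate 1 had counts on 1131 genes, no other gene can be lower in ARNT f/f P without overlap. *Il1b* was at 22.1 CPM in replicate 2 and 15.4 CPM in replicate 3, with 1 count in replicate 1 in ARNT f/+ P (log2 fold change -3.48, standard error 0.43, adjusted p = 7.56e-05). *Il1b* stayed past both thresholds without any 1 of the 6 libraries, with log2 fold changes of -3.96 to -3.15. Over all alternatives its adjusted p ran from 2.02e-10 to 1, the highest under limma voomWithQualityWeights and in a fit of the 2 groups alone. The number of changed genes was 148 without ARNT f/+ P replicate 3 and 2 without ARNT f/f P replicate 1; it was 66 under DESeq2 and 0 under limma voomWithQualityWeights.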

When comparing macrophages without or with HIF-α signaling during *L. major* infection, we found several downregulated DEGs in macrophages with impaired HIF-α signaling which suggests under normal conditions these DEGs are mediated by HIF-α (**Figure 4B**, **Table 6**). These DEGs include *Il1β*, *Ccl5*, *Mcoln2*, *Mevf*, and *Socs1* (**Figure 4B**, **Table 6**). 

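*Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) was at 175 ± 49.1 CPM (SD, n = 3) in ARNT f/f P and at 495 CPM in replicate 2 and 334 CPM in replicate 3, with 13 counts in replicate 1 in ARNT f/+ P (log2 fold change -1.87, standard error 0.44, adjusted p = 0.357). *Ccl5* had an adjusted p of 0.00651 without ARNT f/+ P replicate 3, and of 0.00353 to 1 over every alternative tried. *Mcoln2* (ENSMUSG00000011008, chromosome 3, 146149833 to 146195513) was at 33.8 ± 11.3 CPM in ARNT f/f P and at 179.6 CPM in replicate 2 and 117 CPM in replicate 3, with 1 count in replicate 1 in ARNT f/+ P (log2 fold change -2.14, standard error 0.46, adjusted p = 0.245). *Mcoln2* had an adjusted p of 0.0126 without ARNT f/+ P replicate 3, and of 0.00439 to 1 over every alternative tried. *Mefv* (ENSMUSG00000022534, chromosome 16, 3707218 to 3718097), which the paper writes *Mevf*, had 1 count in ARNT f/f P and 1090 in ARNT f/+ P, a ratio of 901 (counting interval 162 to 35592) with an adjusted p of 0.245. *Mefv* had an adjusted p of 0.0169 without ARNT f/+ P replicate 3, and of 4.91e-06 to 1 over every alternative tried. For *Mefv* the fold, or its lower limit without the replicate that holds the single count, was 571-fold, 532-fold and 176-fold without ARNT f/+ P replicate 2, ARNT f/f P replicate 1 and ARNT f/f P replicate 3, respectively. *Socs1* had no count in ARNT f/f P, at least 125-fold lower (adjusted p = 0.25). *Socs1* had an adjusted p of 0.00536 without ARNT f/+ P replicate 3, and of 2.21e-05 to 1 over every alternative tried. For *Socs1* the lower bound was 7.05-fold, 246-fold, 73.5-fold and 73.1-fold without ARNT f/+ P replicate 2, ARNT f/+ P replicate 3, ARNT f/f P replicate 1 and ARNT f/f P replicate 3, respectively. In edgeR's main fit to all 18 libraries none of these 4 genes was past the thresholds, and each was without ARNT f/+ P replicate 3. ARNT f/+ P then holds replicate 2 and a library of 2161 counts. That call therefore rests on nearly 1 library, with the spread taken from the other groups. Of 17 alternatives, 3 called each of *Ccl5*, *Mefv* and *Socs1*, and 2 called *Mcoln2*. Leaving out ARNT f/+ P replicate 3 was 1 of these for each gene.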

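In ARNT f/+ P against ARNT f/+, *Mcoln2* rose from 33.5 ± 12.1 CPM (SD, n = 3) (log2 fold change 2.16, standard error 0.46, adjusted p = 0.0443). *Mcoln2* had an adjusted p of 0.162, 0.0799, 0.0669 and 0.352 without ARNT f/+ replicate 1, ARNT f/+ replicate 3, ARNT f/+ P replicate 1 and ARNT f/+ P replicate 2, respectively, and of 0.00206 to 0.969 over every alternative tried. *Mefv* went from 0.410 ± 0.682 CPM in ARNT f/+, with 28 of its 29 counts in replicate 3, to 27.8 and 12.8 CPM in ARNT f/+ P replicates 2 and 3 (log2 fold change 5.55, standard error 1.57, adjusted p = 0.255). *Mefv* had an adjusted p of 0.0191 without ARNT f/+ replicate 3, and of 0.00252 to 1 over every alternative tried. The ARNT f/+ P libraries enter this comparison and that of ARNT f/f P with ARNT f/+ P. In simulated genes with no effect, 66.1% of 20000 had opposite signs in the 2 comparisons. The interaction of infection and genotype, which uses the groups in media as well, had an adjusted p of 0.825 for *Mcoln2* and 0.0891 for *Mefv*. For *Socs1*, with no count in ARNT f/+ or ARNT f/f P, that interaction was past both thresholds. Its adjusted p was 0.256 without the 2 libraries with the fewest counts.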

In line with these results, *Socs1*, *Mcoln2*, *Mevf* were upregulated during infection with *L. major* parasites in HIF-α competent macrophages compared to uninfected HIF-α competent macrophages further suggesting these specific genes are dependent on HIF-α during infection with *L. major* (**Figure 2A**). By KEGG analysis, we found under basal conditions macrophages without HIF-α signaling upregulate the ‘ribosome’ and ‘DNA replication pathways’ compared to macrophages with HIF-α signaling (**Figure 4C**). This finding suggests that HIF-α restricts cell processes in the absence of infection in steady state. Furthermore, when we analyzed enriched pathways in infected macrophages without HIF-α signaling compared to infected macrophages with HIF-α signaling, we found there were minimal significantly enriched pathways (**Figure 4D**). Together, this dictates there are HIF-α-dependent transcriptomic changes during homeostasis and in response to *L. major* infection supporting previous data depicting infection activates HIF-α.

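Of 89 cytosolic ribosomal protein genes listed, 82 were tested. In ARNT f/f against ARNT f/+, 60 of 82 were higher, with a median log2 fold change of 0.25 (camera adjusted p = 0.051; 0.142 under fry). None was past both thresholds in edgeR's test, over all genes or adjusted over the list alone. The adjusted p was 0.000828 without ARNT f/+ replicate 1 (median 0.35) and 0.0375 without ARNT f/f replicate 2 (median 0.27), and ran from 6.79e-06 to 0.75 over every alternative. Of 35 DNA replication genes 33 were tested, and 23 were higher. Their median was 0.42 and their mean 1.27 (camera adjusted p = 0.00385; 0.0111 under fry and 0.117 with the correlation estimated). No single one was past both thresholds, and the median lay between 0.36 and 0.86 without 1 library.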

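The 82 ribosomal protein genes had a median log2 fold change of 0.29 in ARNT f/f P against ARNT f/+ P, with 65 higher (camera adjusted p = 0.00312). The adjusted p was 0.142 under fry and 0.344 with the correlation estimated. It was 0.0873 without ARNT f/+ P replicate 1, 0.148 without ARNT f/+ P replicate 3 and 0.09 without ARNT f/f P replicate 2, with medians of 0.24, 0.34 and 0.21. None of these genes was past both thresholds in edgeR's test.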

**Figure 4:**
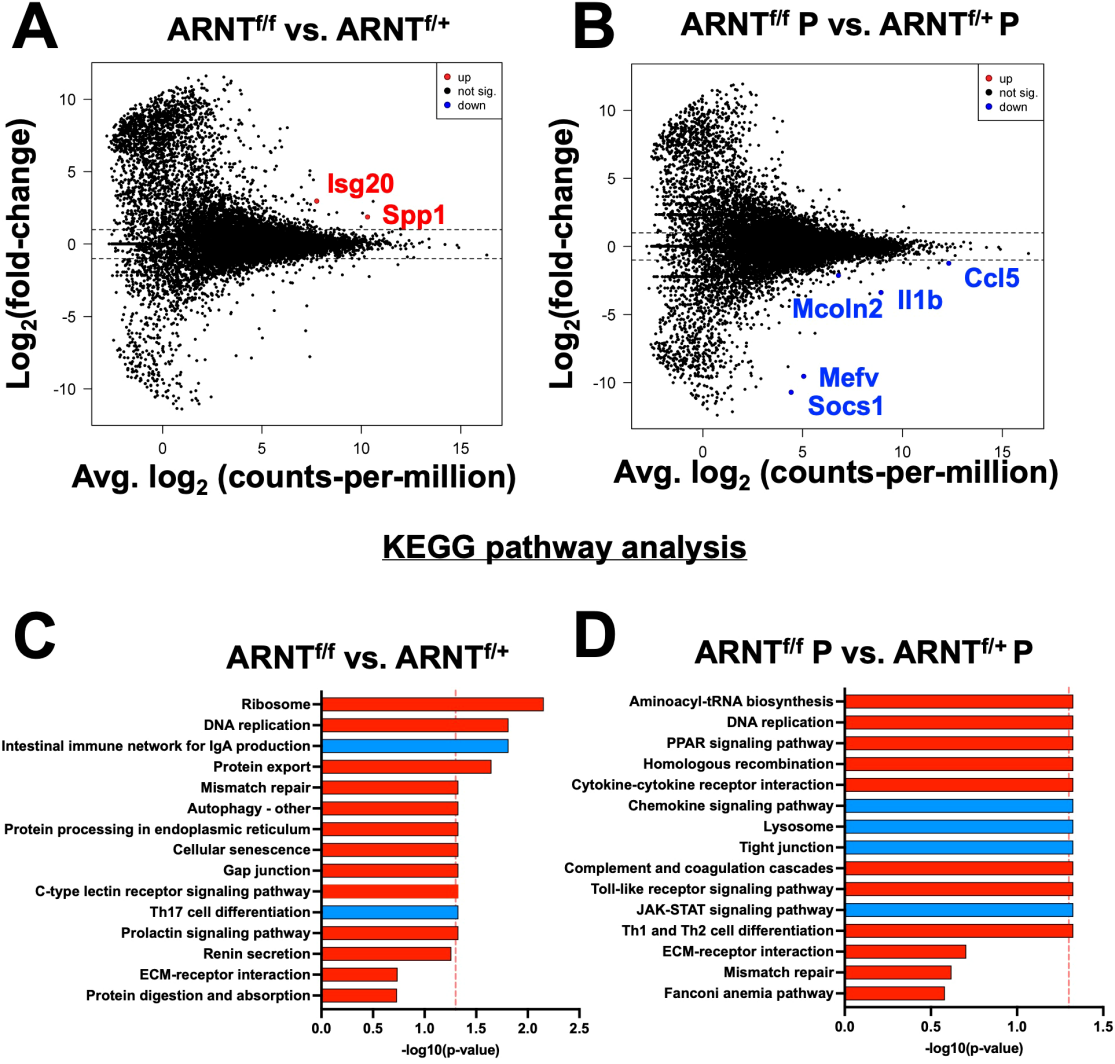
HIF-α mediates DEGs induced by *L. major* parasites. Macrophages both with and without HIF-α signaling were cultured in media alone or infected with *L. major* parasites for 8 hours before being prepped for RNASequencing. **(A)** An MD plot illustrates transcripts inhibited by HIF-α under basal conditions. **(B)** An MD plot shows transcripts mediated by HIF-α during *L. major* infection. **(C)** KEGG pathway analysis identified enriched pathways in macrophages without HIF-α signaling under basal conditions. **(D)** KEGG pathway analysis identified enriched pathways in macrophages without HIF-α signaling during infection. Red pathways are upregulated and blue pathways are downregulated.

**Table 5:** Significantly up- or down-regulated DEGs between ARNT^f/f^ compared to ARNT^f/+^ uninfected macrophages.

Up-regulated			
SYMBOL	GENE NAME	logFC	PValue (adj.)
Isg20	Interferon-stimulated protein	2.96	2.26e-07
Spp1	Secreted phosphoprotein 1 (osteopontin)	1.87	0.000805
Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
	No transcripts		

**Table 6:** Significantly up- or down-regulated DEGs between ARNT^f/f^ compared to ARNT^f/+^ infected macrophages.

Up-regulated			
SYMBOL	GENE NAME	logFC	PValue (adj.)
	No transcripts		

Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
Socs1	Suppressor of cytokine signaling 1	-10.7	0.050445
Mefv	Mediterranean fever	-9.56	0.00394
Il1b	Interleukin 1 beta	-3.38	1.36e-08
Mcoln	Mucolipin 2	-2.12	0.023616
Ccl5	Chemokine (C-C motif) ligand 5	-1.23	0.003339

Finally, to further characterize the role of HIF-α signaling in infected macrophages under pro-inflammatory conditions, we compared the gene expression profile of infected macrophages deficient for HIF-α signaling stimulated with LPS/IFNγ to infected macrophages with intact HIF-α signaling under the same conditions. There were 102 DEGs between infected and stimulated macrophage without and with HIF-α signaling, 63 being upregulated and 39 downregulated (**Figure 5A**, **Table 7**). 

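Between ARNT f/f PI and ARNT f/+ PI, 82 genes were past both thresholds, 18 higher and 64 lower in ARNT f/f PI, with 1484 at an unadjusted p under 0.05. Of all genes tested, 2019 (19.1%) had groups without overlap, where chance gives 10%. The number was 26 without ARNT f/+ PI replicate 1, 165 without ARNT f/+ PI replicate 3, 37 without ARNT f/f PI replicate 2 and 31 without ARNT f/f PI replicate 3. It was 623 under DESeq2 and 16 under limma voomWithQualityWeights, and with size factors in place of TMM 20 were higher and 44 lower, on a scale moved by 0.13 for all genes. *Jmy* (ENSMUSG00000021690, chromosome 13, 93430101 to 93499808) was by fitted value among the 3 largest falls of changed genes whose groups did not overlap. It had 414 counts in ARNT f/+ PI (5.28 ± 5.14 CPM, SD, n = 3) and none in ARNT f/f PI, at least 119.8-fold lower (adjusted p = 0.0333). With a group at 0 the fitted value is no bound, so its place by lower limit can differ. *Jmy* had an adjusted p of 0.0736, 0.13, 0.144 and 0.0661 without ARNT f/+ PI replicate 1, ARNT f/f PI replicate 1, ARNT f/f PI replicate 2 and ARNT f/f PI replicate 3, respectively, and of 0.000123 to 0.967 over every alternative tried. For *Jmy* the limit was 25.6-fold, 56.1-fold and 64.8-fold without ARNT f/+ PI replicate 3, ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively.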

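*Slc26a11* (ENSMUSG00000039908, chromosome 11, 119355557 to 119381079) had 826 counts in ARNT f/f PI (11.1 ± 10.6 CPM (SD, n = 3)) and 1 in ARNT f/+ PI, a ratio of 952 (counting interval 171 to 37585) with an adjusted p of 0.00611, which ran from 5.07e-08 to 0.318 over every alternative. For *Slc26a11* the fold, a lower limit without the replicate that holds the single count, was 284-fold, 409-fold and 533-fold without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 3 and ARNT f/f PI replicate 2, respectively. *Agap1* (ENSMUSG00000055013, chromosome 1, 89454806 to 89897617) was at 14.9 ± 19.3 CPM in ARNT f/f PI, with 927 of its 932 counts in replicate 2, and at 0.0833 ± 0.100 CPM in ARNT f/+ PI, from 6 counts (log2 fold change 7.25, standard error 1.42, adjusted p = 0.0158). *Agap1* had an adjusted p of 0.145, 0.0707 and 0.417 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 3 and ARNT f/f PI replicate 2, respectively, and of 1.34e-08 to 0.667 over every alternative tried. *Agap1* had a log2 fold change of 8.35, 7.86 and 3.98 without ARNT f/+ PI replicate 2, ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. *Mmgt1* (ENSMUSG00000061273, chromosome X, 56585512 to 56598069) had 1251 counts in ARNT f/+ PI (15.5 ± 13.6 CPM) and none in ARNT f/f PI, at least 362-fold lower (adjusted p = 0.00611, and 2.56e-08 to 0.405 over every alternative). For *Mmgt1* the limit was 104-fold, 169.5-fold and 196-fold without ARNT f/+ PI replicate 3, ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. *Arhgap4* (ENSMUSG00000031389, chromosome X, 73891442 to 73921870) had 758 counts in ARNT f/+ PI (11.0 ± 2.17 CPM) and none in ARNT f/f PI, at least 219-fold lower (adjusted p = 0.00391, and 1.07e-08 to 0.246 over every alternative). For *Arhgap4* the lower bound was 103-fold and 119-fold without ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. *Mdn1* (ENSMUSG00000058006, chromosome 4, 32657119 to 32775217) had 306 counts in ARNT f/+ PI (8.59 ± 10.3 CPM) and 2 in ARNT f/f PI, both in replicate 3, where they equal 3.99 CPM (mean 1.33 ± 2.30 CPM). The ratio of pooled counts over libraries of unequal depth was 133 (counting interval 36.8 to 1097), and the fitted change was smaller (log2 fold change -5.34, standard error 2.16, adjusted p = 0.254). *Mdn1* had an adjusted p of 0.0205 without ARNT f/f PI replicate 3, and of 0.0127 to 0.808 over every alternative tried. For *Mdn1* the fold, a lower limit without replicate 3, was 82.0-fold, 62.2-fold, 71.8-fold and 87.7-fold without ARNT f/+ PI replicate 1, ARNT f/f PI replicate 1, ARNT f/f PI replicate 2 and ARNT f/f PI replicate 3, respectively. *Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) had 171 counts in ARNT f/f PI, 163 of them in replicate 1, and 3 in ARNT f/+ PI, a ratio of 65.7 (counting interval 22.5 to 318) with an adjusted p of 0.00611. *Cxcr4* had an adjusted p of 0.243 without ARNT f/f PI replicate 1, and of 1.06e-05 to 0.596 over every alternative tried. For *Cxcr4* the ratio was 133-fold, 42.3-fold, 6.56-fold and 116-fold without ARNT f/+ PI replicate 2, ARNT f/+ PI replicate 3, ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively.

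**Figure D3:**
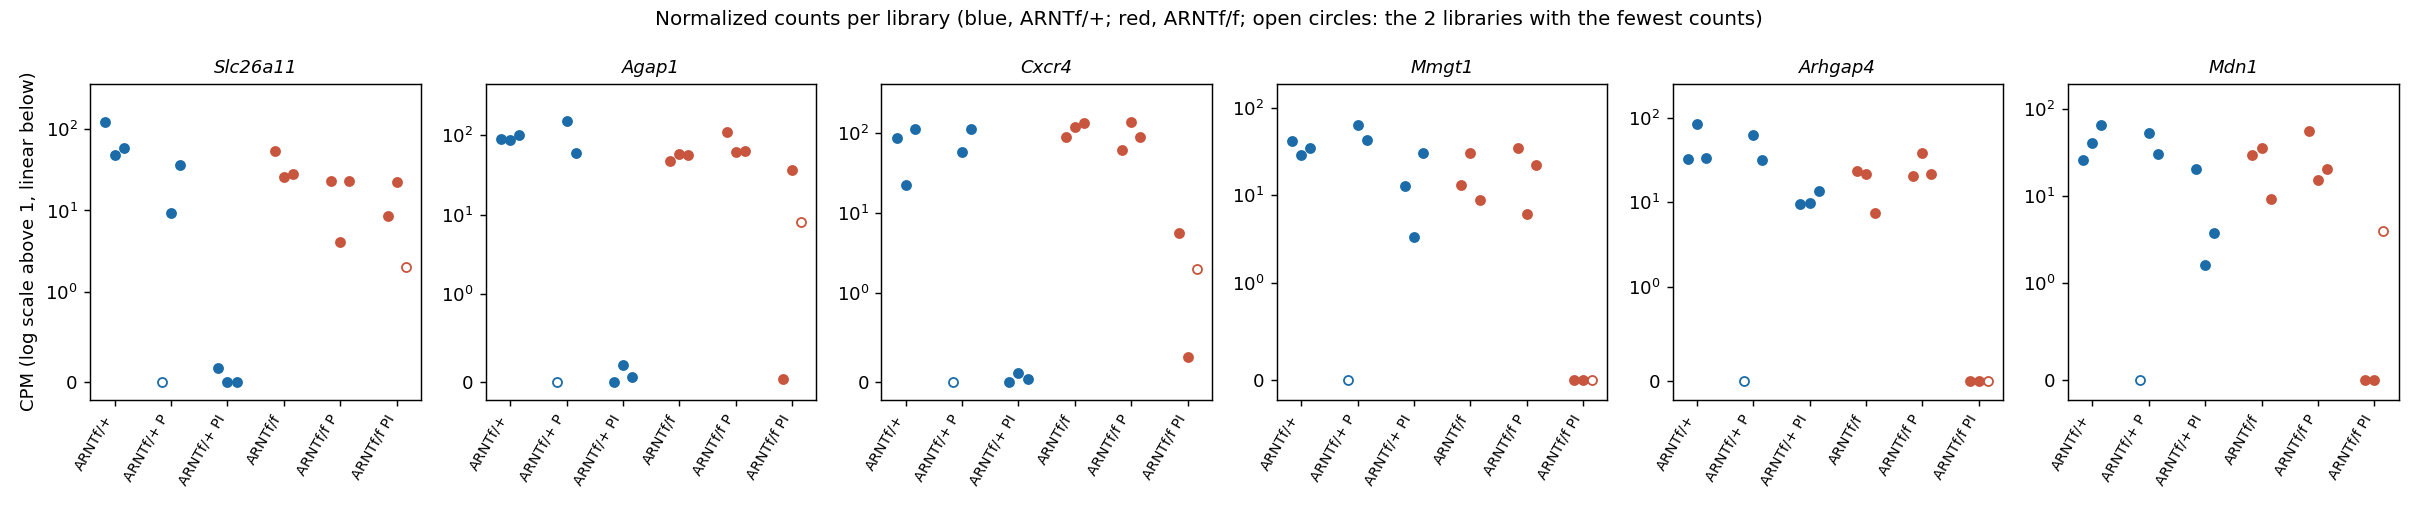
CPM of *Slc26a11*, *Agap1*, *Cxcr4*, *Mmgt1*, *Arhgap4* and *Mdn1* in each library by group, on a log scale above 1 CPM and a linear scale below; open circles mark the 2 libraries with the fewest counts. *Mmgt1* and *Arhgap4* lie at 0 in the 3 ARNT f/f PI libraries.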

Of note, the top upregulated DEGs included *Slc26a11*, *Agap1*, and *Cxcr4* and the top downregulated DEGs contained *Mmgt1*, *Arhgap4*, and *Mdn1* (**Figure 5A**, **Table 7**). We predict the upregulated genes are inhibited by HIF-α signaling (*Slc26a11*, *Agap1*, and *Cxcr4)* while the downregulated DEGs are mediated by HIF-α signaling (*Mmgt1*, *Arhgap4*, and *Mdn1).* Interestingly, Cxcr4 expression is downregulated during infection and pro-inflammatory stimulation in HIF-α competent macrophages compared to HIF-α competent infected macrophages (**Table 3**). This indicates HIF-α inhibits Cxcr4 during *L. major* infection under inflammatory conditions. 

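*Cxcr4* had 4595 counts in ARNT f/+ P, at 58.1 CPM in replicate 2 and 111 CPM in replicate 3, with 0 counts in replicate 1, and 3 counts in ARNT f/+ PI, a ratio of 1802 (counting interval 616 to 8736) with an adjusted p of 4.32e-07. Leaving out any 1 of the 6 libraries left it past both thresholds. For *Cxcr4* the ratio was 3656-fold and 1160.2-fold without ARNT f/+ PI replicate 2 and ARNT f/+ PI replicate 3, respectively. In ARNT f/f PI against ARNT f/f P its log2 fold change was -5.10 (standard error 0.88, adjusted p = 0.000151). The interaction of LPS/IFNγ and genotype had an adjusted p of 0.142.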

To identify pathways enriched for our DEGs, we performed a KEGG analysis. The KEGG pathway analysis revealed the DEGs clustered into pathways related to translation and protein production (‘Ribosomes’ and ‘Protein export’) (**Figure 5B**). 

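In ARNT f/f PI against ARNT f/+ PI the 82 ribosomal protein genes had a median log2 fold change of 0.88, with 65 higher (camera adjusted p = 1.62e-19; 0.00202 under fry and 0.00842 with the correlation estimated). Past both thresholds were 2 genes over all genes, and 29 higher and 3 lower adjusted over the list alone. Without 1 library the median lay between 0.64, without ARNT f/+ PI replicate 1, and 1.22, without ARNT f/+ PI replicate 3. The difference of each gene's log2 fold change from that in media had a median of 0.69 (adjusted p = 6.68e-11 from camera and 0.0987 from fry); it was 0.38 without ARNT f/+ replicate 1 or ARNT f/+ PI replicate 1 and 1.08 without ARNT f/+ PI replicate 3. Of 26 protein export genes 22 were tested, and 18 were higher (median 0.57, camera adjusted p = 0.000343, 0.0107 under fry). Over all genes 1 of them was past both thresholds and adjusted over the list alone 3 were.

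**Figure D4:**
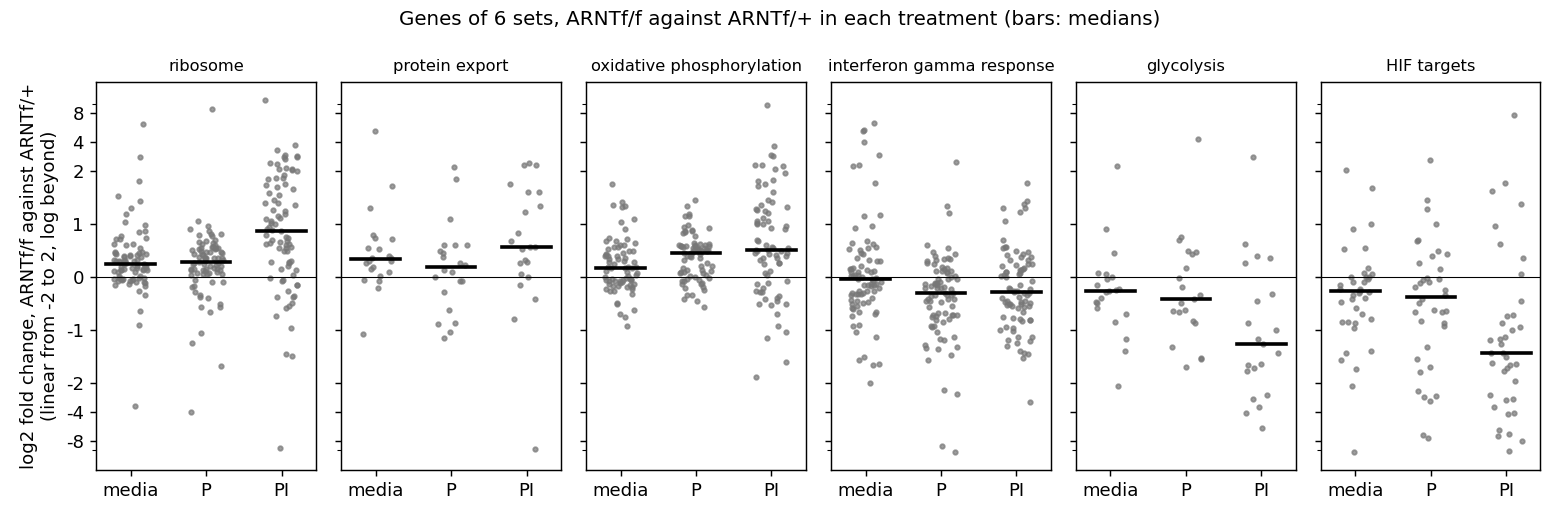
Log2 fold change of ARNT f/f against ARNT f/+ macrophages in media, with infection (P) and with infection and LPS/IFNγ (PI) for the genes of 6 lists; points are genes, bars are medians, and the axis is linear from -2 to 2 and logarithmic beyond. The median of the ribosome list is 0.88 in PI.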

Upregulation of the ‘ribosome’ and ‘protein export’ pathways in macrophages without HIF-α signaling suggests that these pathways are suppressed by HIF-α. To further conduct gene set enrichment analysis we utilized the molecular signature database (MSigDB). 

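Of 83 interferon gamma response genes 82 were tested in ARNT f/f PI against ARNT f/+ PI. The median log2 fold change was -0.28, with 34 of 82 higher (camera adjusted p = 0.0801; 0.092 under fry). Past both thresholds was 1 gene over all genes, and 4 lower ones adjusted over the list alone. The adjusted p was 0.0115 without ARNT f/+ PI replicate 1 and 0.00875 without ARNT f/f PI replicate 2, with medians of -0.25 and -0.37, and under limma voomWithQualityWeights 0.0091 (median -0.28). The adjusted p ran from 0.00875 to 0.777 over every alternative, and the median stayed below 0 in each.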

The MSigDB analysis revealed that the ‘interferon gamma response pathway’ was significantly upregulated in stimulated and infected macrophages without HIF-α signaling indicating this pathway is inhibited by HIF-α signaling (**Figure 5C**). Additionally, the ‘oxidative phosphorylation pathway’ was found to be upregulated in HIF-α deficient macrophages indicating HIF-α signaling suppresses this pathway in infected macrophages in response to pro-inflammatory stimuli (**Figure 5C**). This suggests that HIF-α deficient macrophages are shunted towards a predominant oxidative phosphorylation profile rather than a dominant metabolic glycolytic profile.

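Of 81 nuclear-encoded oxidative phosphorylation genes 75 were tested, and 55 were higher in ARNT f/f PI than in ARNT f/+ PI. Their median log2 fold change was 0.51 (camera adjusted p = 1.68e-09; 0.000977 under fry). Of these, 1 was past both thresholds over all genes, and 4 higher and 2 lower adjusted over the list alone. Without 1 library the median lay between 0.46 and 0.64.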

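All 21 glycolysis genes listed were tested, and 5 were higher in ARNT f/f PI than in ARNT f/+ PI. Their median log2 fold change was -1.27 (camera adjusted p = 1.05e-07; 3.79e-05 under fry), between -1.35 and -1.08 without 1 library. Past both thresholds were 2 over all genes and 10, all lower, adjusted over the list alone. The 38 HIF target genes, some of which are glycolytic, had a median of -1.43 with 8 higher (camera adjusted p = 1.29e-07; 3.79e-05 under fry). *Ldha* was at 227 ± 64.1 CPM (SD, n = 3) in ARNT f/f PI and 614 ± 238 CPM in ARNT f/+ PI (log2 fold change -1.43, standard error 0.37, adjusted p = 0.0671). *Ldha* had an adjusted p of 0.0257 without ARNT f/+ PI replicate 3, and of 0.0228 to 0.456 over every alternative tried. *Vegfa* was at 1.70 ± 2.06 CPM, from 30 counts, and 18.6 ± 15.9 CPM (log2 fold change -4.26, standard error 1.30, adjusted p = 0.118; 0.00442 to 0.559 over every alternative). *Pgk1* was at 9.13 ± 4.48 and 7.20 ± 8.81 CPM (log2 fold change 0.36, standard error 2.17, adjusted p = 0.994), and its log2 fold change was -0.21 without ARNT f/+ PI replicate 3. *Hif1a* stood at 757 ± 64.5 and 1338 ± 717 CPM (log2 fold change -0.82, standard error 0.55, adjusted p = 0.54). *Nos2* was at 1594 ± 237 CPM in ARNT f/f PI (log2 fold change 1.38, standard error 0.67, adjusted p = 0.366; 0.00126 to 0.717 over every alternative). *Arg1* had no count in either group.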

**Figure 5:**
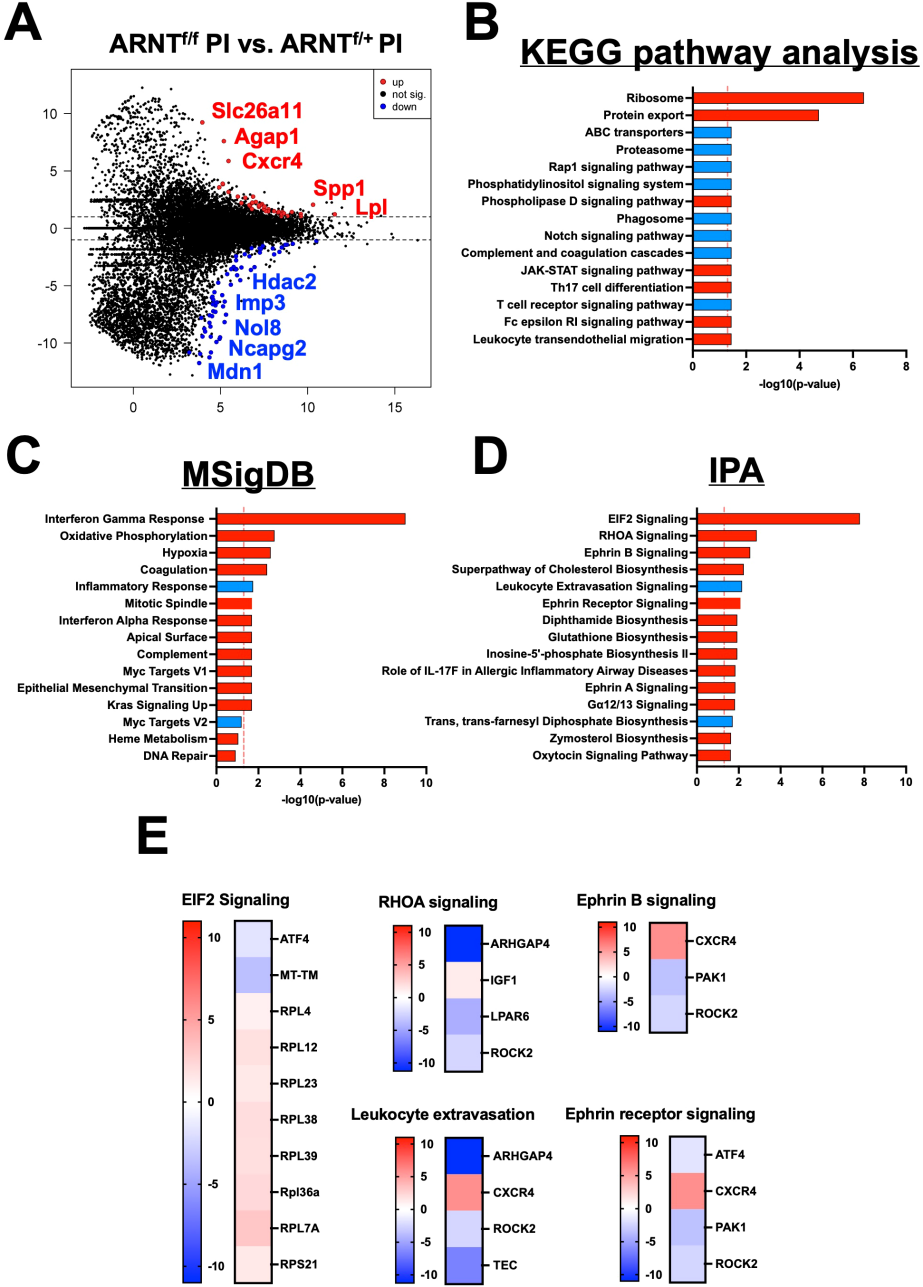
HIF-α signaling suppresses translational pathways under inflammatory conditions. RNASeq and pathway analysis on macrophages with and without intact HIF-α signaling infected with *L. major* and treated with pro-inflammatory stimuli. **(A)** DEGs upregulated (red) and downregulated (blue) in infected macrophages treated with LPS/IFNγ without HIF-α signaling compared to macrophages with intact HIF-α signaling under the same conditions. **(B)** KEGG analysis identified enriched pathways in infected macrophages without HIF-α signaling stimulated with LPS/IFNγ. **(C)** MSigDB pathway analysis defined upregulated pathways in red and downregulated pathways in blue in the infected macrophages without HIF-α signaling compared to macrophages with intact HIF-α signaling. **(D)** Ingenuity pathway analysis (IPA) was run to determine upregulated and downregulated pathways (red and blue respectively). **(E)** Heatmap plots of each upregulated or downregulated pathway defined by the IPA with individual altered DEGs represented in each pathway.

**Table 7:** Top 25 significantly up- or down-regulated DEGs between ARNT^f/f^ compared to ARNT^f/+^ infected macrophages treated with LPS/IFNγ.

Up-regulated			
SYMBOL	GENE NAME	logFC	PValue (adj.)
Slc26a11	solute carrier family 26, member 11	9.21	0.041368
Agap1	ArfGAP with GTPase domain, ankyrin repeat and PH domain 1	7.59	0.040367
Cxcr4	Chemokine (C-X-C motif) receptor 4	5.86	0.020615
Sptssa	Serine palmitoyltransferase, small subunit A	3.89	0.049314
Ndufa4	Ndufa4, mitochondrial complex associated	3.85	0.051191
Parvg	Parvin, gamma	3.56	0.021778
Rpl7a	Ribosomal protein L7A	3.16	0.041295
Cmtm3	CKLF-like MARVEL transmembrane domain containing 3	2.76	0.014451
Irf2bp2	Interferon regulatory factor 2 binding protein 2	2.75	0.016988
Cox7c	Cytochrome c oxidase subunit 7C	2.65	0.023099
Id3	Inhibitor of DNA binding 3	2.30	0.03363
Rpl36a	Ribosomal protein L36A	2.24	0.028281
Mfsd11	Major facilitator superfamily domain containing 11	2.20	0.030969
Arl5c	ADP-ribosylation factor-like 5C	2.19	0.011281
Tmem14c	Transmembrane protein 14C	2.11	0.015776
Spp1	Secreted phosphoprotein 1 (osteopontin)	2.05	0.00083
Spcs1	Signal peptidase complex subunit 1 homolog	2.03	0.014451
Pdcd6	Programmed cell death 6	2.02	0.053616
Rpl38	ribosomal protein L38	2.00	0.015164
Ccng1	Cyclin G1	1.94	0.024495
Rpl39	Ribosomal protein L39	1.89	0.029418
Rpl12	Ribosomal protein L12	1.86	0.022579
Snx1	Sorting nexin 1	1.68	0.052344
Slc25a4	Solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 4	1.68	0.01938
Srp14	Signal recognition particle 14	1.66	0.015776

Down-regulated			
Symbol	GENE NAME	logFC	PValue (adj.)
Mmgt1	Membrane magnesium transporter 1	-11.74	0.032456
Arhgap4	Rho GTPase activating protein 4	-11.24	0.011569
1600002K03Rik	RIKEN cDNA 1600002K03 gene	-10.95	0.053616
Mdn1	Midasin AAA ATPase 1	-10.81	0.005816
Adck5	AarF domain containing kinase 5	-10.81	0.047367
Mdp1	Magnesium-dependent phosphatase 1	-9.91	0.011084
Ncapg2	Non-SMC condensin II complex, subunit G2	-9.64	0.001268
Atp11c	ATPase, class VI, type 11C	-9.51	0.002001
Nop56	NOP56 ribonucleoprotein	-9.45	0.007028
Ptpn22	Protein tyrosine phosphatase, non-receptor type 22 (lymphoid)	-9.43	0.053616
Mrps5	Mitochondrial ribosomal protein S5	-8.99	0.026467
Ddx18	DEAD (Asp-Glu-Ala-Asp) box polypeptide 18	-8.75	0.022268
Il21r	Interleukin 21 receptor	-8.56	0.015484
Hint2	Histidine triad nucleotide binding protein 2	-8.24	0.018672
Nol8	Nucleolar protein 8	-8.18	0.00014
Fdps	Farnesyl diphosphate synthetase	-7.80	0.047367
Lyrm4	LYR motif containing 4	-7.66	0.015164
Mrpl16	Mitochondrial ribosomal protein L16	-7.59	0.034682
Trp53inp1	Transformation related protein 53 inducible nuclear protein 1	-7.53	0.020051
Orc3	Origin recognition complex, subunit 3	-7.29	0.014451
Prmt5	Protein arginine N-methyltransferase 5	-7.24	0.03363
Abcb7	ATP-binding cassette, sub-family B (MDR/TAP), member 7	-7.22	0.031073
Imp3	U3 small nucleolar ribonucleoprotein	-6.801	0.001268
Tec	Tec protein tyrosine kinase	-6.72	0.022579
Ado	2-aminoethanethiol (cysteamine) dioxygenase	-6.61	0.015776

Furthermore, many ribosomal related transcripts were enriched in the HIF-α deficient infected macrophages treated with pro-inflammatory stimuli such as *Rpl4*, *Rpl7a*, *Rpl12*, *Rpl23*, *Rpl38*, *Rpl39*, and *Rps21*. 

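Each of the 7 genes was higher in ARNT f/f PI than in ARNT f/+ PI on average. *Rpl4* (ENSMUSG00000032399, chromosome 9, 64173375 to 64178666) was at 370.0 ± 80.9 CPM (SD, n = 3) in ARNT f/f PI and 215 ± 9.09 CPM in ARNT f/+ PI (log2 fold change 0.78, standard error 0.30, adjusted p = 0.228). *Rpl7a* (ENSMUSG00000062647, chromosome 2, 26910764 to 26913318) was at 70.9 ± 30.4 CPM in ARNT f/f PI and 9.13 ± 3.89 CPM in ARNT f/+ PI (log2 fold change 2.96, standard error 0.74, adjusted p = 0.051). *Rpl12* (ENSMUSG00000038900, chromosome 2, 32961559 to 32965345) was at 189 ± 31.5 CPM in ARNT f/f PI and 56.7 ± 34.6 CPM in ARNT f/+ PI (log2 fold change 1.74, standard error 0.45, adjusted p = 0.0627). *Rpl12* had an adjusted p of 0.0387 without ARNT f/+ PI replicate 3, and of 0.00831 to 0.381 over every alternative tried. *Rpl23* (ENSMUSG00000071415, chromosome 11, 97777527 to 97782437) was at 446 ± 77.5 CPM in ARNT f/f PI and 187 ± 54.9 CPM in ARNT f/+ PI (log2 fold change 1.25, standard error 0.34, adjusted p = 0.0717). *Rpl23* had an adjusted p of 0.0383 without ARNT f/+ PI replicate 3, and of 0.00444 to 0.462 over every alternative tried. *Rpl38* (ENSMUSG00000057322, chromosome 11, 114668524 to 114672331) was at 179.9 ± 78.0 CPM in ARNT f/f PI and 56.9 ± 31.6 CPM in ARNT f/+ PI (log2 fold change 1.67, standard error 0.44, adjusted p = 0.0682). *Rpl38* had an adjusted p of 0.0465 without ARNT f/+ PI replicate 3, and of 0.0116 to 0.43 over every alternative tried. *Rpl39* (ENSMUSG00000079641, chromosome X, 37082520 to 37085402) was at 274 ± 52.9 CPM in ARNT f/f PI and 85.0 ± 60.2 CPM in ARNT f/+ PI (log2 fold change 1.69, standard error 0.49, adjusted p = 0.107). *Rps21* (ENSMUSG00000039001, chromosome 2, 180257377 to 180258445) was at 679.8 ± 55.4 CPM in ARNT f/f PI and 257 ± 119 CPM in ARNT f/+ PI (log2 fold change 1.40, standard error 0.35, adjusted p = 0.0492). *Rps21* had an adjusted p of 0.434, 0.155, 0.0862, 0.129 and 0.185 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 2, ARNT f/f PI replicate 1, ARNT f/f PI replicate 2 and ARNT f/f PI replicate 3, respectively, and of 0.00239 to 0.434 over every alternative tried. The 200 bases at the 3′ end of *Rpl7a* have 53 near-identical annotated copies, those of *Rpl38* 5 and those of *Rps21* 2, and those of the other 4 genes none, at 95% identity over 100 or more bases.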

To further investigate these altered ribosomal transcripts, we conducted an ingenuity pathway analysis (IPA) comparing infected macrophages treated with LPS and IFNγ with or without intact HIF-α signaling (**Figures 5D, E**). 

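Genes drawn in Fig. 5E for EIF2 signaling include *Atf4* and ribosomal protein genes. *Atf4* (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) was at 177 ± 61.5 CPM (SD, n = 3) in ARNT f/f PI and 521 ± 235 CPM in ARNT f/+ PI (log2 fold change -1.57, standard error 0.38, adjusted p = 0.0444). *Atf4* had an adjusted p of 0.32, 0.0736, 0.136, 0.184 and 0.0912 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 2, ARNT f/f PI replicate 1, ARNT f/f PI replicate 2 and ARNT f/f PI replicate 3, respectively, and of 0.0158 to 0.32 over every alternative tried. *Rplp0* (ENSMUSG00000067274, chromosome 5, 115559467 to 115563727), a ribosomal protein gene not drawn there, was at 286 ± 62.5 and 125 ± 84.5 CPM (log2 fold change 1.20, standard error 0.39, adjusted p = 0.149). *Atf4*, *Rplp0* and the other genes drawn in Fig. 5E were chosen after their values were seen.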

We pinpointed ‘EIF2 signaling’ as the top upregulated pathway in macrophages without HIF-α signaling, proposing that in a scenario with both infection and inflammatory stimuli, HIF-α inhibits EIF2 signaling. This data is consistent with the KEGG pathway analysis indicating HIF-α signaling suppresses protein translation during inflammatory conditions. Of note, several other enriched pathways were identified by the IPA including ‘RhoA signaling’ and ‘Ephrin B signaling’ suggesting these pathways are inhibited by HIF-α (**Figures 5D, E**). 

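For RhoA signaling Fig. 5E draws *Arhgap4*, *Igf1*, *Lpar6* and *Rock2*, and for Ephrin B signaling *Cxcr4*, *Pak1* and *Rock2*. *Igf1* (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) was at 469 ± 65.2 CPM (SD, n = 3) in ARNT f/f PI and 224 ± 67.6 CPM in ARNT f/+ PI (log2 fold change 1.07, standard error 0.37, adjusted p = 0.178; 0.00849 to 0.472 over every alternative). *Lpar6* (ENSMUSG00000033446, chromosome 14, 73237895 to 73243294) was at 0.766 ± 1.07 CPM, from 9 counts, and 4.06 ± 4.11 CPM (log2 fold change -4.35, standard error 1.21, adjusted p = 0.118). *Lpar6* had an adjusted p of 0.000887 without ARNT f/+ PI replicate 3, and of 8.4e-05 to 0.879 over every alternative tried. *Rock2* (ENSMUSG00000020580, chromosome 12, 16894895 to 16987823) was at 26.6 ± 17.2 and 111 ± 36.5 CPM (log2 fold change -2.15, standard error 0.49, adjusted p = 0.028). *Rock2* had an adjusted p of 0.143, 0.0611, 0.13 and 0.0501 without ARNT f/+ PI replicate 1, ARNT f/f PI replicate 1, ARNT f/f PI replicate 2 and ARNT f/f PI replicate 3, respectively, and of 0.00621 to 0.268 over every alternative tried.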

Finally, ‘Ephrin Receptor Signaling’ and ‘Leukocyte Extravasation’ were downregulated in infected macrophages stimulated with LPS and IFNγ without HIF-α, again suggesting this pathway is mediated by HIF-α (**Figures 5D, E**).

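For Ephrin receptor signaling Fig. 5E draws *Atf4*, *Cxcr4*, *Pak1* and *Rock2*, and for leukocyte extravasation *Arhgap4*, *Cxcr4*, *Rock2* and *Tec*. *Pak1* (ENSMUSG00000030774, chromosome 7, 97788541 to 97912381) was at 7.15 ± 9.49 CPM (SD, n = 3) in ARNT f/f PI and 21.7 ± 17.3 CPM in ARNT f/+ PI (log2 fold change -2.13, standard error 1.00, adjusted p = 0.34). *Tec* (ENSMUSG00000029217, chromosome 5, 72755716 to 72868483) was at 6.93 ± 11.3 CPM, with 10 of its 34 counts in replicate 3, and 48.6 ± 14.1 CPM (log2 fold change -3.24, standard error 1.25, adjusted p = 0.234). *Tec* had an adjusted p of 0.0197 without ARNT f/f PI replicate 3, and of 0.0197 to 0.474 over every alternative tried.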

To validate the transcriptomic findings, we employed quantitative PCR (qPCR). To directly investigate HIF-α dependent transcriptomic changes during *L. major* infection, we designed an assay to selectively stabilize HIF-α by utilizing dimethyloxallyl glycine (DMOG), a prolyl hydroxylase inhibitor that prevents HIF-α from being targeted for degradation by the proteosome (43). Briefly, macrophages were derived from C57BL/6 mice and 1) cultured in media, 2) infected with *L. major*, 3) treated with DMOG, or 4) infected and treated with DMOG. We analyzed the relative expression of ribosomal transcripts upregulated in response to HIF-α deletion in our transcriptomic data, suggesting DMOG administration should decrease the relative expression of these transcripts. These selected transcripts were contained within the EIF2 signaling pathway which was the top hit of differentially regulated pathways during *L. major* infection and pro-inflammatory stimulus administration, suggesting HIF-α suppresses this pathway. In confirmation, we found the expression of *Rpl4* was significantly decreased in *L. major*-infected macrophages treated with DMOG compared to infected macrophages without DMOG suggesting HIF-α stabilization results in downregulation of *Rpl4*, consistent with our transcriptomic data (**Figure 6A**). Additionally, the expression of two other ribosomal transcripts, *Rpl12* and *Rpl23*, were additionally decreased in infected macrophages treated with DMOG compared to infected macrophages treated with DMOG (**Figure 6A**).

**Figure 6:**
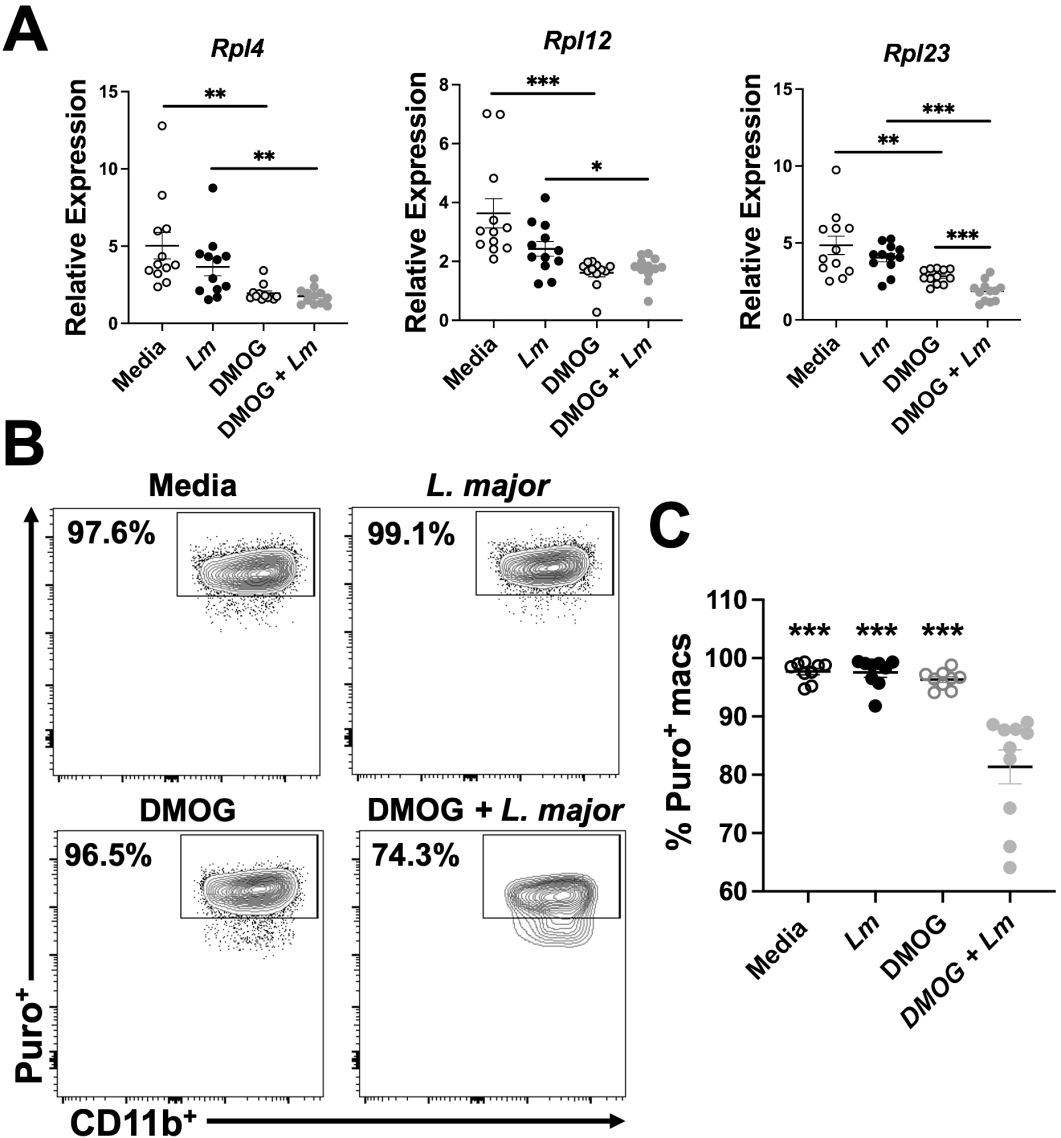
HIF-α stabilization decreases macrophage translation during *L. major* infection. Macrophages derived from C57BL/6 mice were cultured in media, infected with *L. major*, treated with DMOG, or infected and treated with DMOG before RNA was isolated and prepped for quantitative PCR. **(A)** Relative expression of ribosomal protein transcripts is shown for macrophages infected or not and treated or not with DMOG. Data is pooled from two independent experiments. **(B)** Macrophages were cultured in media, with or without *L. major*, and with or without DMOG and labeled with puromycin to assess translation activity via flow cytometry. Representative flow plots of Puro^+^ macrophages. Macrophages were gated as CD45^+^CD11b^+^CD64^+^Ly6G^-^. **(C)** Quantification of **(B)**. Data is pooled from two experiments where n=10. Significance was determined using a student’s unpaired t-test *p<0.05, **p<0.01, ***p<0.001 and for **(C)** significance is relative to the DMOG + *L. major* group.

To further validate our transcriptomic findings and investigate the functional impact of HIF-α stabilization during *L. major* infection, we designed an *in vitro* experiment to assess translational activity with or without HIF-α stabilization. We used puromycin (puro), a tyrosyl-tRNA mimic that inhibits translation and labels active ribosomes, to determine if HIF-α suppresses translation as suggested by our IPA analysis (**Figure 5** and **Figure 6**). HIF-α stabilization was achieved using DMOG. Macrophages were derived from C57BL/6 mice and cultured in four conditions: media alone, *L. major* parasites, DMOG alone, or both *L. major* and DMOG. Previously, we showed that lesional macrophages exhibit the highest puro signal during *L. major* infection compared to other cell types within the lesion, demonstrating lesional macrophages exhibit high translational activity *in vivo* (206). In line with this, macrophages cultured with media, *L. major*, or DMOG alone had 90-95% of cells positive for puro (**Figures 6B, C**). However, when macrophages were treated with both *L. major* and DMOG, the percentage of puro^+^ macrophages significantly decreased (**Figures 6B, C**). These results support that HIF-α stabilization during infection inhibits translation. Notably, this effect was specific to *L. major* infection, as macrophages treated with DMOG alone showed similar puro levels to those cultured with media or *L. major* alone (**Figures 6B, C**). Overall, these findings indicate that HIF-α suppresses translation during *L. major* infection, but this effect requires a pro-inflammatory environment potentially to allow for maximal HIF-α stabilization.

## Discussion

HIF-α activation is a hallmark of both CL and VL occurring in response to tissue hypoxia, TLR activation, ROS and cytokines like TNFα and IL-1β, all of which are present during *Leishmania* infection (9, 12, 29, 44–46). However, the direct contribution of the parasite versus the host response/microenvironment to HIF-α activation is not clear. *Leishmania* parasites can directly activate HIF-1α in macrophages, but the direct activation of macrophage HIF-1α is context dependent with the parasite species playing a major role. For instance, *L. amazonensis* parasites, which cause CL in South America, directly induce the expression of HIF-1α in human and mouse macrophages *in vitro* under normoxic conditions (10, 47). HIF-1α is also present in *L. amazonensis*-infected skin (10). While *L. amazonensis* parasites can drive HIF-1α expression on their own, HIF-1α also promotes *L. amazonensis* killing by macrophages under hypoxic conditions (47). Similar to *L. amazonensis*, *L. donovani* parasites, which cause VL in Africa and Asia, directly activate HIF-1α in macrophages *in vitro* under normoxic conditions (48, 49). *L. donovani* parasites increase HIF-1α expression, nuclear translocation and activity in a variety of macrophages including J774 cells, peritoneal macrophages and splenic-derived macrophages from BALB/c mice (48). To stabilize HIF-1α, *L. donovani* parasites use an array of mechanisms including depleting host iron pools to modulate prolyl hydroxylase activity and inducing microRNAs to limit NF-κB activation which establishes a suitable environment for parasite survival (48, 49). *In vitro*, HIF-1α blockade inhibits *L. donovani* intracellular growth and HIF-1α stabilization promotes *L. donovani* growth inside macrophages (48, 49). However, myeloid-specific HIF-1α^-/-^ mice infected with *L. donovani* and humans with a loss-of-function *HIF1A* gene polymorphism are more susceptible to infection (50). The role of HIF-2α in *L. amazonensis* and *L. donovani* infection has not been investigated.

Although *L. amazonensis* and *L. donovani* parasites can activate HIF-α directly, previous work shows that *L. major* parasites do not increase HIF-1α expression or activation under normoxic conditions in macrophages (11, 23, 27, 29). For example, HIF-1α and HIF-2α as well as HIF-1α-specific and HIF-2α-specific target genes are increased at the site of murine *L. major* infection, but *in vitro* infection of macrophages with *L. major* does not induce HIF-1α expression (11, 25). Rather *L. major* parasites require additional inflammatory signals such as LPS and/or IFNγ to induce HIF-1α accumulation and subsequent HIF-1α target expression like NOS2 and VEGF-A in macrophages (23, 27, 29). While HIF-α stabilization promotes *L. donovani* survival in macrophages, previous work has shown HIF-α stabilization does not impact *L. major* parasite growth in macrophages and may be why *L. major* parasites alone do not induce significant HIF-α protein accumulation (11, 27, 29). However, previous work from our laboratory found that macrophages derived from mice deficient in HIF-α signaling possess higher parasite burdens at 2 and 72 hours post-infection compared to macrophages derived from HIF-α competent mice (27). In support of this data, through pathway analysis, we have shown that *in vitro*, the HIF-1α signaling pathway is enriched during infection with *L. major* and many initial transcriptomic changes are HIF-α-dependent suggesting infection with *L. major* initiates the HIF-α transcriptional program (**Figure 2**). This is consistent with an additional study investigating initial transcriptomic changes after *in vitro L. major* infection, reporting HIF-1α signaling is enriched in murine macrophages at 4 hours post-infection (51). Despite these transcriptomic indications, it is possible pro-inflammatory stimuli are required for optimal HIF-α activation and subsequent target gene activation. It is important to note that in the above-mentioned study, *L. major* infection was not associated with changes specifically in HIF-1α accumulation. In the present study we have investigated changes in the absence of both HIF-1α and HIF-2α signaling which could account for the discrepancies.

Among the transcripts involved in the subtle HIF-α program activated during infection with *L. major* were Socs1 and Mevf (**Figure 2A**). Here, we show that during infection these transcripts are upregulated in HIF-α competent macrophages (**Figure 2A**). Additionally, when we compared infection in HIF-α deficient macrophages compared to HIF-α competent infected macrophages, Socs1 and Mevf were strongly downregulated suggesting that HIF-α mediates the expression of Socs1 and Mevf during *L. major* infection (**Figure 4B**). Interestingly, *Socs1* is involved in immune regulation suggesting that mediation of this transcript by HIF-α is another mechanism to limit excess energetic use during conditions of low oxygen availability.

HIF-α activation occurs in a wide variety of circumstances playing a central role in tissue adaptation to low oxygen tensions (52, 53). Namely, hypoxia can be a characteristic of both tissue injury and subsequent inflammation, where infiltrating cells increase the demand for nutrients and oxygen, further depleting the tissue stores (54, 55). Protein translation is an energetically demanding process and during hypoxia, inhibition of translation supports energy homeostasis and possibly promotes survival when energy stores are insufficient (56, 57). Therefore, translation during hypoxic conditions becomes selective; coordinating adaptation to promote cell survival under low oxygen and energy conditions (58). Specifically, hypoxic conditions have been shown to stifle protein translation through downregulation of EIF2α signaling which we have shown is directly suppressed by HIF-α signaling in macrophages during inflammatory conditions (**Figure 5**) (59). Phosphorylation of eIF2a is necessary for mRNA translation inhibition during hypoxia and may be coordinated by HIF-α based on the current findings (57, 60).

In addition to acclimating tissue to low oxygen availability, HIF-α is also a master regulator of macrophage inflammatory and innate immune function (15, 61, 62). Inhibition of protein translation coupled with a shift in metabolism to glycolysis during hypoxia are both mechanisms to conserve energy directly manipulated by HIF-α (63–65). Previous reports have demonstrated that HIF-α is capable of shunting macrophages towards a M1 dominant phenotype by targeting glucose metabolism (66, 67). Elevated glucose metabolism coupled with HIF-α-induced ATP production are two major cellular mechanisms of overcoming low oxygen tension. As a result, macrophage-specific deletion of HIF-1α leads to impaired macrophage responses including lower glycolytic rates, lower energy generation, and impaired motility (68–70). Here we have shown that macrophages deficient for HIF-α signaling are predisposed to a dominant oxidative phosphorylation profile in comparison to HIF-α competent macrophages (**Figure 5**). Our study confirms that HIF-α reprograms macrophages during *L. major* infection to cope with the energetic demand. We have also shown through IPA analysis that pathways associated with macrophage motility are dysregulated during genetic deletion of HIF-α signaling including RhoA signaling and leukocyte extravasation consistent with what is reported in the literature (71–73). Although we investigated the impact of HIF-α signaling in resting M0 macrophages and M1 polarized macrophages (through LPS/IFNγ administration), a limitation of our study is that we have not considered the importance of HIF-α signaling in M2 polarized macrophages. Because M2 macrophages serve as a permissive niche during *Leishmania* infection, future work will investigate the role of HIF-α signaling in M2 macrophages during *L. major* infection (74, 75).

In summary, we showed *L. major* infection elicits a subtle macrophage HIF-α program, but major transcriptomic changes dependent on HIF-α are only present in a pro-inflammatory environment. This supports our hypothesis that during *in vivo L. major* infection, HIF-α stabilization is dependent on the pro-inflammatory milieu and not *L. major* directly, which is in contrast to *L. donovani* infection where the parasite alone can stabilize HIF-α (48). Additionally, we have evidence suggesting HIF-α suppresses protein translation in response to *L. major* infection and pro-inflammatory stimulus. However, a limitation of our study is that we have not determined if HIF-α suppresses protein translation during infection of primary macrophages, human macrophages, or following *in vivo* infection with *L. major*. So, future work will assess the extent to which protein translation occurs in a HIF-α dependent manner, and if this is unique to *L. major* or if it is conserved in other skin infections and diseases. We hypothesize suppression of translation is a mechanism of cellular adaptation to the pro-inflammatory response and subsequent hypoxic conditions from infiltrating cells and their high energetic demand during infection. A complete understanding of HIF-α during inflammation is vital in developing targeted therapeutics not only for CL, but also for other inflammatory skin diseases psoriasis (76). These results are also broadly relevant to diseases where HIF-α is highly expressed such as metabolic disorders including obesity and diabetes and inflammatory conditions like rheumatoid arthritis (77–79).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE273822 (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

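The deposited values are counts of reads per gene for 47729 genes in 18 libraries, made by the authors. They trimmed reads with BBDuk, including the first 12 bases, aligned them to GRCm38 with STAR, discarded reads at more than 20 places, and counted with HTSeq in intersection-nonempty mode. The strand setting of the count is not known here. No normalization had been applied, and the libraries carry no molecular identifiers. All 18 libraries were used, 3 in each of 6 groups.

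Gene symbols, coordinates and biotypes were taken from GENCODE M21 (GRCm38), which matched 47310 of the 47729 genes. Genes with at least 2 CPM in 4 or more libraries were tested, 10553 in all. The authors' restriction to genes with an Entrez identifier was not repeated. Counts were scaled by TMM and fitted with edgeR 4.0.16 (quasi-likelihood, robust spread) in R 4.3.3, with 1 coefficient for each group. The common biological coefficient of variation was 1.14. Contrasts were the 7 comparisons of the paper, 2 interactions (infection and genotype, LPS/IFNγ and genotype) and the genotype difference averaged over the 3 treatments. Standard errors are the log2 fold change divided by the square root of the F statistic. Genes past an adjusted p of 0.05 and a fold change of 1.5 were counted as changed. The authors used limma voomWithQualityWeights, which was run as an alternative with limma 3.58.1, beside DESeq2 1.42.0.

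Gene sets were lists written by hand before the data were examined, since the lists of KEGG, MSigDB and Ingenuity were not used here. They were tested with camera at a preset correlation of 0.01, adjusted over 18 tests, and again with fry and with the correlation estimated. Near-identical 3′ ends were searched with blastn 2.17.0 among annotated transcripts, at 95% identity over 100 of the last 200 bases, or over 50 bases for single exons. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

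Chance was examined by assigning the 6 libraries of a comparison to groups in all 10 ways, and by 100 drawn assignments for the interactions and the genotype average. With 10 ways no p under 0.05 is possible. The method was tried on counts simulated for the 10553 genes, with their mean levels, the library sizes and the fitted spread, and with 200 genes changed 4- to 16-fold. It recovered 16.5% to 29.5% of them, with 0 to 3 unchanged genes called. Genes were named from the paper's Results text and a list fixed in advance (*Arnt*, *Hif1a*, *Epas1*, *Nos2*, *Pgk1*, *Ldha*, *Arg1*, *Vegfa* and sex-linked genes). Up to 3 of the largest changes in each direction, by fitted value, were also named, among changed genes whose groups did not overlap. Further genes were named after their values were seen. These are genes drawn in Fig. 5E, *Rplp0*, genes with an interaction past both thresholds, and genes compared with *Gm15564*. Other genes found only in the paper's tables were summarised as counts.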

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

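The interactions and the genotype average were set as comparisons in advance, while the tests of *Isg20*, *Socs1*, *Sgsh*, *Nol8*, *Tmem37*, *Il1b* and the genotype average without the 2 libraries of fewest counts, and that of the HIF target difference without 1 library, were chosen after the results were seen. The paper compares the genotypes within each treatment and does not test whether their responses differ.

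The response to infection differed between the genotypes for 2 genes, with 376 at an unadjusted p under 0.05. Grouping by chance gave as many in 15 of 100 drawn assignments, so chance is not excluded for the count. DESeq2 gave 128 genes and limma voomWithQualityWeights 0. The count was 1 without ARNT f/+ replicate 1, 4 without ARNT f/+ replicate 2, 17 without ARNT f/+ replicate 3, 1 without ARNT f/+ P replicate 2, 121 without ARNT f/+ P replicate 3, 0 without ARNT f/f replicate 1, 1 without ARNT f/f replicate 2, 4 without ARNT f/f replicate 3 and 0 without ARNT f/f P replicate 3. *Isg20* (ENSMUSG00000039236, chromosome 7, 78913424 to 78920396) went from 2.39 ± 0.774 CPM in ARNT f/+ to 24.4 CPM in replicate 2 and 23.2 CPM in replicate 3, with 0 counts in replicate 1, and from 18.3 ± 6.59 CPM in ARNT f/f to 14.3 ± 3.73 CPM in ARNT f/f P (log2 difference -3.65, standard error 0.58, adjusted p = 0.00731). *Isg20* had an adjusted p of 0.0682 and 0.0618 without ARNT f/f replicate 1 and ARNT f/f P replicate 3, respectively, and of 8.7e-05 to 1 over every alternative tried. Without the 2 libraries with the fewest counts the adjusted p of *Isg20* was 0.0145, so these libraries are not its cause. *Socs1* (ENSMUSG00000038037, chromosome 16, 10782240 to 10785536) had no count in ARNT f/+ or ARNT f/f P, 452 counts in ARNT f/+ P and 51 in ARNT f/f (log2 difference -16.98, standard error 2.98, adjusted p = 0.0439); with 2 groups at 0 the fitted difference is no bound. *Socs1* had an adjusted p of 0.373, 0.115, 0.151, 0.233, 0.118, 0.121, 0.144, 0.118 and 0.244 without ARNT f/+ replicate 1, ARNT f/+ replicate 2, ARNT f/+ P replicate 1, ARNT f/+ P replicate 2, ARNT f/f replicate 1, ARNT f/f replicate 2, ARNT f/f P replicate 1, ARNT f/f P replicate 2 and ARNT f/f P replicate 3, respectively, and of 1.22e-08 to 1 over every alternative tried. Without the 2 libraries with the fewest counts its adjusted p was 0.256, so they cannot be ruled out.

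The response to LPS and IFNγ differed between the genotypes for 4 genes, with 863 at an unadjusted p under 0.05. Grouping by chance gave as many in 25 of 100 assignments. DESeq2 gave 291 genes and limma voomWithQualityWeights 0. The count was 10 without ARNT f/+ PI replicate 3, 1 without ARNT f/+ P replicate 2, 179 without ARNT f/+ P replicate 3, 19 without ARNT f/f PI replicate 1, 10 without ARNT f/f PI replicate 3, 2 without ARNT f/f P replicate 1 and 2 without ARNT f/f P replicate 3. *Il1b* rose more in ARNT f/f, from 1.87 ± 1.06 to 1078 ± 189 CPM, than in ARNT f/+, where it reached 1653 ± 156 CPM (log2 difference 2.86, standard error 0.56, adjusted p = 0.044). *Il1b* had an adjusted p of 0.0914, 0.113, 0.349, 0.123, 0.161 and 0.255 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 2, ARNT f/+ P replicate 2, ARNT f/f PI replicate 2, ARNT f/f P replicate 1 and ARNT f/f P replicate 3, respectively, and of 0.00136 to 0.971 over every alternative tried. *Nol8* (ENSMUSG00000021392, chromosome 13, 49653078 to 49679016) was at 63.8 CPM in replicate 2 and 46.5 CPM in replicate 3, with 2 counts in replicate 1 in ARNT f/+ P, 12.9 ± 3.50 CPM in ARNT f/+ PI, 77.8 ± 27.3 CPM in ARNT f/f P and 0.0264 ± 0.0456 CPM in ARNT f/f PI (log2 difference -8.29, standard error 1.35, adjusted p = 0.0118). *Nol8* had a difference of -7.37 and -11.27 without ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. *Nol8* had an adjusted p of 0.0668 without ARNT f/+ P replicate 2, and of 1.36e-07 to 0.971 over every alternative tried. *Tmem37* (ENSMUSG00000050777, chromosome 1, 120067377 to 120074074) was at 82.1 CPM in replicate 2 and 38.8 CPM in replicate 3, with 0 counts in replicate 1 in ARNT f/+ P, 3.72 ± 0.653 CPM in ARNT f/+ PI, 68.3 ± 6.88 CPM in ARNT f/f P and 0.0264 ± 0.0456 CPM in ARNT f/f PI (log2 difference -6.72, standard error 1.16, adjusted p = 0.0135). *Tmem37* had a difference of -7.39, -5.77 and -9.64 without ARNT f/+ P replicate 2, ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. All counts of *Nol8* and *Tmem37* in ARNT f/f PI are in replicate 2, so without it ARNT f/f PI is at 0 and the fitted differences are no bound. Without the 2 libraries with the fewest counts the adjusted p was 0.0278 for *Nol8*, 0.0313 for *Tmem37* and 0.0313 for *Il1b*, so those libraries are not the cause. *Sgsh* (ENSMUSG00000005043, chromosome 11, 119343425 to 119355536) was at 8.96 CPM in replicate 2 and 33.0 CPM in replicate 3, with 0 counts in replicate 1 in ARNT f/+ P, 8.93 ± 7.07 CPM in ARNT f/+ PI, 58.2 ± 8.43 CPM in ARNT f/f P and 0.0659 ± 0.114 CPM in ARNT f/f PI (log2 difference -8.02, standard error 1.51, adjusted p = 0.0368). *Sgsh* had an adjusted p of 0.113, 0.183, 0.0891, 0.0831 and 0.0858 without ARNT f/+ P replicate 1, ARNT f/+ P replicate 2, ARNT f/f P replicate 1, ARNT f/f P replicate 2 and ARNT f/f P replicate 3, respectively, and of 2.06e-06 to 0.971 over every alternative tried. *Sgsh* had a difference of -7.18, -9.23, -7.07 and -12.16 without ARNT f/+ PI replicate 3, ARNT f/+ P replicate 3, ARNT f/f PI replicate 1 and ARNT f/f PI replicate 2, respectively. The last of these is no bound either, since all its counts in ARNT f/f PI are in replicate 2. Without the 2 libraries with the fewest counts its adjusted p was 0.0852, so they cannot be ruled out. *Sgsh* is the neighbour of *Slc26a11*, without overlap.

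The HIF target list was lower in ARNT f/f than in ARNT f/+ by more in PI than in media. The median of the 38 differences was -1.002 (adjusted p = 0.00075 from camera and 0.000308 from fry, over 2 lists), against a median of -0.27 in media. The ARNT f/f libraries in media and PI share a prefix, so this test excludes a prefix difference of equal size in media and PI as the whole cause. It cannot exclude a prefix difference that alters the response to LPS and IFNγ, since no prefix is shared by the genotypes. One library is excluded as the cause as well: without 1 of the 12 libraries from media and PI the difference nearest to 0 was -0.89, and the median in PI nearest to 0 was -1.20.

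Averaged over the 3 treatments, 26 genes differed between the genotypes, 6 higher and 20 lower in ARNT f/f, with 1165 at an unadjusted p under 0.05. Grouping by chance gave as many in 1 of 100 assignments, the real one, and is excluded for these libraries. A difference between mice apart from genotype cannot be excluded, since it is not stated which libraries share a mouse. Of the 26 genes, 18 are in none of the paper's tables and 19 stay without the 2 libraries with the fewest counts, which excludes these libraries as the cause of most. DESeq2 gave 384 genes and limma voomWithQualityWeights 2. The count was 47 without ARNT f/+ replicate 1, 49 without ARNT f/+ replicate 3, 42 without ARNT f/+ PI replicate 3, 15 without ARNT f/+ P replicate 2, 142 without ARNT f/+ P replicate 3, 13 without ARNT f/f replicate 3, 14 without ARNT f/f PI replicate 3 and 12 without ARNT f/f P replicate 2. *Cd74* (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) was lower in ARNT f/f (395 ± 163 and 124 ± 27.4 CPM in media; log2 difference -2.00, standard error 0.26, adjusted p = 8.37e-05). The adjusted p of *Cd74* ran from 9.51e-11 to 0.081 over every alternative. *Spp1* was higher (log2 difference 1.76, standard error 0.21, adjusted p = 4.17e-05). For both interactions and for this average, the number of library prefixes shared by the genotypes is 0, so a difference between library prefixes cannot be told from a difference between genotypes.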

How the results depend on the processing

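Settings were fixed before the results except leaving out both libraries of fewest counts, alone or under limma voomWithQualityWeights, which were chosen after the library totals were seen. Over 28 counts and gene sets, 445 values were compared with the first fit: 330 stayed, 84 counts moved by more than 1.5 times, 9 sets lost an adjusted p of 0.05, 14 gained it and 8 changed direction. Over 83 values of named genes, 1469 were compared: 1167 stayed, 207 lost their call, 83 gained one and 12 changed direction. The cause was not tested for any of these.

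Counts moved with the tool and with single libraries. Under limma voomWithQualityWeights, 0 for ARNT f/+ P against ARNT f/+, 11 for ARNT f/f P against ARNT f/f, 564 for ARNT f/+ PI against ARNT f/+ P, 1698 for ARNT f/f PI against ARNT f/f P, 1 for ARNT f/f against ARNT f/+, 0 for ARNT f/f P against ARNT f/+ P, 16 for ARNT f/f PI against ARNT f/+ PI, 0 for the infection interaction, 0 for the LPS/IFNγ interaction and 2 for the genotype average changed. Under this tool *Arnt* had a log2 fold change of 1.75 in ARNT f/+ P against ARNT f/+ and of 0.58 in ARNT f/f against ARNT f/+, and *Vegfa* of 0.064 in ARNT f/+ P against ARNT f/+, each of the opposite sign. The ribosome list in media gained a low adjusted p (median 0.37, adjusted p = 6.79e-06), as did the interferon gamma response list (median -0.28, adjusted p = 0.0091), and the chemokine list lost it (median 1.09, adjusted p = 0.076). Under DESeq2, 254 for ARNT f/+ P against ARNT f/+, 33 for ARNT f/f P against ARNT f/f, 1646 for ARNT f/+ PI against ARNT f/+ P, 2154 for ARNT f/f PI against ARNT f/f P, 153 for ARNT f/f against ARNT f/+, 66 for ARNT f/f P against ARNT f/+ P, 623 for ARNT f/f PI against ARNT f/+ PI, 128 for the infection interaction, 291 for the LPS/IFNγ interaction and 384 for the genotype average changed.

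With RLE normalization the counts were 12 for ARNT f/+ P against ARNT f/+, 4 for ARNT f/f P against ARNT f/f, 972 for ARNT f/+ PI against ARNT f/+ P, 1258 for ARNT f/f PI against ARNT f/f P, 3 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 64 for ARNT f/f PI against ARNT f/+ PI, 2 for the infection interaction, 4 for the LPS/IFNγ interaction and 20 for the genotype average, the ribosome list in media had a median of 0.27 (adjusted p = 0.0419) and the lysosome list in ARNT f/+ PI against ARNT f/+ P a median of -0.64 (adjusted p = 0.0226). With no filter on low counts they were 53 for ARNT f/+ P against ARNT f/+, 15 for ARNT f/f P against ARNT f/f, 944 for ARNT f/+ PI against ARNT f/+ P, 1092 for ARNT f/f PI against ARNT f/f P, 32 for ARNT f/f against ARNT f/+, 9 for ARNT f/f P against ARNT f/+ P, 134 for ARNT f/f PI against ARNT f/+ PI, 15 for the infection interaction, 26 for the LPS/IFNγ interaction and 76 for the genotype average; the ribosome list in media had a median of 0.32 (adjusted p = 0.00854) and the lysosome list in ARNT f/+ PI against ARNT f/+ P a median of 0.015, of the opposite sign. With a filter at 10 CPM they were 12 for ARNT f/+ P against ARNT f/+, 3 for ARNT f/f P against ARNT f/f, 972 for ARNT f/+ PI against ARNT f/+ P, 1205 for ARNT f/f PI against ARNT f/f P, 2 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 69 for ARNT f/f PI against ARNT f/+ PI, 1 for the infection interaction, 3 for the LPS/IFNγ interaction and 26 for the genotype average; medians were 0.27 for the ribosome list in media (adjusted p = 0.00477), 0.23 for the HIF target list in ARNT f/+ P against ARNT f/+ (adjusted p = 0.0496) and 0.0098 for the lysosome list in ARNT f/f PI against ARNT f/f P, of the opposite sign.

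With a fold change of 2 the counts were 14 for ARNT f/+ P against ARNT f/+, 3 for ARNT f/f P against ARNT f/f, 895 for ARNT f/+ PI against ARNT f/+ P, 1114 for ARNT f/f PI against ARNT f/f P, 2 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 82 for ARNT f/f PI against ARNT f/+ PI, 2 for the infection interaction, 4 for the LPS/IFNγ interaction and 24 for the genotype average. In a fit of only the groups compared they were 5 for ARNT f/+ P against ARNT f/+, 6 for ARNT f/f P against ARNT f/f, 755 for ARNT f/+ PI against ARNT f/+ P, 1381 for ARNT f/f PI against ARNT f/f P, 0 for ARNT f/f against ARNT f/+, 0 for ARNT f/f P against ARNT f/+ P, 114 for ARNT f/f PI against ARNT f/+ PI, 0 for the infection interaction and 5 for the LPS/IFNγ interaction. With the non-robust spread they were 20 for ARNT f/+ P against ARNT f/+, 3 for ARNT f/f P against ARNT f/f, 944 for ARNT f/+ PI against ARNT f/+ P, 1180 for ARNT f/f PI against ARNT f/f P, 4 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 55 for ARNT f/f PI against ARNT f/+ PI, 1 for the infection interaction, 2 for the LPS/IFNγ interaction and 22 for the genotype average.

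With the replicate number as a replicate block, 10 for ARNT f/+ P against ARNT f/+, 3 for ARNT f/f P against ARNT f/f, 764 for ARNT f/+ PI against ARNT f/+ P, 999 for ARNT f/f PI against ARNT f/f P, 3 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 39 for ARNT f/f PI against ARNT f/+ PI, 2 for the infection interaction, 2 for the LPS/IFNγ interaction and 15 for the genotype average changed. Replicate numbers carry no pairing visible in the values: in 0 of 15 pairs of groups did every correlation of libraries with the same number exceed 0.1.

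Under fry the ribosome list (median 0.29, adjusted p = 0.142) and the HIF target list (median -0.38, adjusted p = 0.0743) in ARNT f/f P against ARNT f/+ P lost their low adjusted p. With the estimated correlation the ribosome list in ARNT f/f P against ARNT f/+ P (median 0.29, adjusted p = 0.344) and the DNA replication list (median 0.42, adjusted p = 0.117) lost it.

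With both low-depth libraries left out, 8 for ARNT f/+ P against ARNT f/+, 4 for ARNT f/f P against ARNT f/f, 887 for ARNT f/+ PI against ARNT f/+ P, 1002 for ARNT f/f PI against ARNT f/f P, 3 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 61 for ARNT f/f PI against ARNT f/+ PI, 2 for the infection interaction, 5 for the LPS/IFNγ interaction and 29 for the genotype average changed. The ribosome list then had a median of 0.29 in media (adjusted p = 0.0409) and 0.24 in ARNT f/f P against ARNT f/+ P (adjusted p = 0.115), and the lysosome list in ARNT f/f PI against ARNT f/f P one of 0.0135, of the opposite sign. Under limma voomWithQualityWeights with both left out, 2 for ARNT f/+ P against ARNT f/+, 28 for ARNT f/f P against ARNT f/f, 1102 for ARNT f/+ PI against ARNT f/+ P, 1458 for ARNT f/f PI against ARNT f/f P, 2 for ARNT f/f against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P, 46 for ARNT f/f PI against ARNT f/+ PI, 0 for the infection interaction, 0 for the LPS/IFNγ interaction and 16 for the genotype average changed, and *Arnt* had a log2 fold change of 0.87 in ARNT f/+ P against ARNT f/+ and 0.75 in ARNT f/f against ARNT f/+.

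Leaving out 1 library in turn gave 8 to 211 for ARNT f/+ P against ARNT f/+, 2 to 4 for ARNT f/f P against ARNT f/f, 440 to 989 for ARNT f/+ PI against ARNT f/+ P, 774 to 935 for ARNT f/f PI against ARNT f/f P, 1 to 26 for ARNT f/f against ARNT f/+, 1 to 148 for ARNT f/f P against ARNT f/+ P, 26 to 165 for ARNT f/f PI against ARNT f/+ PI, 0 to 121 for the infection interaction, 1 to 179 for the LPS/IFNγ interaction and 12 to 142 for the genotype average. The lists had medians of 0.16 to 0.35 for the ribosome list in ARNT f/f against ARNT f/+, 0.21 to 0.41 for the ribosome list in ARNT f/f P against ARNT f/+ P, 0.64 to 1.22 for the ribosome list in ARNT f/f PI against ARNT f/+ PI, -0.037 to 0.24 for the proteasome list in ARNT f/+ P against ARNT f/+, 0.23 to 0.34 for the proteasome list in ARNT f/f P against ARNT f/f, -0.11 to 0.25 for the HIF target list in ARNT f/+ P against ARNT f/+, -0.61 to -0.0122 for the HIF target list in ARNT f/f P against ARNT f/+ P, -1.74 to -1.20 for the HIF target list in ARNT f/f PI against ARNT f/+ PI, 3.73 to 4.91 for the TNF and NF-κB response list in ARNT f/+ PI against ARNT f/+ P, 3.89 to 4.58 for the TNF and NF-κB response list in ARNT f/f PI against ARNT f/f P, -0.28 to -0.073 for the lysosome list in ARNT f/+ PI against ARNT f/+ P, -0.40 to 0.0135 for the lysosome list in ARNT f/f PI against ARNT f/f P, 0.36 to 0.86 for the DNA replication list in ARNT f/f against ARNT f/+, 0.50 to 0.72 for the protein export list in ARNT f/f PI against ARNT f/+ PI, -0.37 to -0.14 for the interferon gamma response list in ARNT f/f PI against ARNT f/+ PI, 0.46 to 0.64 for the oxidative phosphorylation list in ARNT f/f PI against ARNT f/+ PI, -1.35 to -1.08 for the glycolysis list in ARNT f/f PI against ARNT f/+ PI and -0.085 to 1.33 for the chemokines list in ARNT f/+ P against ARNT f/+. Without 1 library the sign of *Arnt* in ARNT f/+ P against ARNT f/+ changed (-2.18 to 4.69), as did those of *Pgk1* (-2.06 to 11.04) and *Vegfa* (-0.73 to 0.19) there, of *Arnt* in ARNT f/f against ARNT f/+ (-2.97 to 4.51) and of *Pgk1* in ARNT f/f PI against ARNT f/+ PI (-0.21 to 2.17). *Pgk1* was -0.38 in ARNT f/+ P against ARNT f/+ without ARNT f/+ replicate 2 or 3.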

Differences from the paper's values

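Of 55 values of the paper, its counts and the log2 fold changes of genes named here, 12 differ; a count differs at more than 1.5 times, and a log2 fold change at more than 1 standard error. All settings but leaving out both libraries of fewest counts were fixed before the data were examined; that setting was chosen after seeing the values.

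For ARNT f/+ P against ARNT f/+ the paper gives 26 genes, 25 higher and 1 lower; here 14 changed, 14 higher and 0 lower. Close to the paper are the non-robust spread (20 changed, 20 higher) and leaving out ARNT f/+ replicate 1 (18 and 18). All other settings differ: 0 under limma voomWithQualityWeights, 254 under DESeq2, 12 with RLE normalization, 53 with no filter, 12 with a filter at 10 CPM, 14 with a fold change of 2, 5 in the 2 groups alone, 10 with a replicate block, and 8 to 211 without another single library. No setting fixed in advance gave 1 lower gene; it was 0 in most, 2 without ARNT f/+ replicate 3, 6 with no filter, 50 under DESeq2 and 170 without ARNT f/+ P replicate 3, when ARNT f/+ P holds replicate 2 and a library of 2161 counts.

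For ARNT f/f P against ARNT f/+ P the paper gives 5 genes and 1 was found here. No setting fixed in advance came close to 5. The count was 0 under limma voomWithQualityWeights and in the 2 groups alone, 66 under DESeq2 and 9 with no filter. It was 148 without ARNT f/+ P replicate 3, 2 without ARNT f/f P replicate 1, and 1 in all others.

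For ARNT f/f PI against ARNT f/+ PI the paper's text gives 63 higher and 39 lower, and 18 and 64 were found here. For the number higher, no filter (46) and the 2 groups alone (49) are close, and the other settings, 6 to 226, are not. For the number lower, RLE normalization (44), a filter at 10 CPM (48), the non-robust spread (46), a replicate block (31) and leaving out ARNT f/+ PI replicate 2 (45) or ARNT f/f PI replicate 1 (49) are close; 8 under limma voomWithQualityWeights, 397 under DESeq2, 88 with no filter, 64 with a fold change of 2, 65 in the 2 groups alone, and 20, 137, 25 and 24 without ARNT f/+ PI replicate 1, ARNT f/+ PI replicate 3, ARNT f/f PI replicate 2 and ARNT f/f PI replicate 3 are not. No setting comes close on both numbers. In Fig. 5A more genes are drawn lower than higher.

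Of the genes named here, 6 have a log2 fold change that differs. *Acod1* in ARNT f/+ P against ARNT f/+ is 2.35 in the paper and 2.79 here; limma voomWithQualityWeights (2.19), DESeq2 (2.56), RLE normalization (2.65), no filter (2.68), the 2 groups alone (2.68) and leaving out ARNT f/+ replicate 1 (2.59), ARNT f/+ replicate 2 (2.71) or ARNT f/+ P replicate 1 (2.33) come within the limit, and the rest, 2.79 to 3.22, do not. *Ccl5* in ARNT f/f P against ARNT f/+ P is -1.23 in the paper and -1.87 here; it was -1.26 under limma voomWithQualityWeights, -1.58 in the 2 groups alone and -1.23 without ARNT f/+ P replicate 1, and differs in the rest. *Mdp1* in ARNT f/f PI against ARNT f/f P is -13.3 in the paper and -3.31 here, and differs under every setting that leaves ARNT f/f PI replicate 3 in; without that library *Mdp1* has no count in ARNT f/f PI and the limit of 3 counts gives at most -9.61. With both libraries of fewest counts left out the fitted value is -13.22, which with a group at 0 is no bound. *Mdn1* in ARNT f/f PI against ARNT f/+ PI is -10.81 in the paper and -5.34 here, and differs under every setting that keeps ARNT f/f PI replicate 3; without it the limit for *Mdn1* is -6.46. With both libraries left out the fitted value is -10.81, again with a group at 0. *Il1rn* in ARNT f/+ P against ARNT f/+ is 2.06 in the paper and 2.93 here; limma voomWithQualityWeights (2.19) and leaving out ARNT f/+ P replicate 1 (2.04) come within the limit, and the other settings fixed in advance, 2.73 to 3.61, do not. *Tec* in ARNT f/f PI against ARNT f/+ PI is -6.72 in the paper and -3.24 here; it was -6.72 without ARNT f/f PI replicate 3 and -4.40 to -2.48 under the other settings fixed in advance, which differ. Leaving out both libraries of fewest counts, chosen after seeing the values, also gives 2.33 for *Acod1*, -1.23 for *Ccl5*, 2.04 for *Il1rn* and -6.72 for *Tec*; joined to limma voomWithQualityWeights, also chosen then, it gives 2.22, -1.38, 1.94 and -6.49, and -10.66 for *Mdp1*, with a group at 0. Over all 187 entries of Tables 1 to 7, by the same limits, 32 differ: 2 in Table 1, 20 in Table 4, 1 in Table 6 and 9 in Table 7. Of the 20 in Table 4, 12 are rising genes, whose values repeat those of Table 3 for ARNT f/+ PI against ARNT f/+ P, and 8 are falling genes. *Mdp1* in Table 7 is -9.91 in the paper and 0.12 here (standard error 1.89), and the fitted value is -9.91 with both libraries of fewest counts left out, a setting chosen after seeing the values.

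The paper states 2 or 3 samples per group. Leaving out 1 library of ARNT f/+ P and 1 of ARNT f/f PI in each of 9 ways, the 162 log2 fold changes of its tables, without the rising genes of Table 4, which repeat Table 3, had a median absolute difference of 0.023 without the 2 libraries with the fewest counts, and 0 differed by more than 1. The other 8 pairs gave 0.13 to 0.644, and leaving out none 0.19. This result is consistent with the paper's fit leaving these 2 libraries out. With both left out the counts were 8 for ARNT f/+ P against ARNT f/+, 1 for ARNT f/f P against ARNT f/+ P and 61 for ARNT f/f PI against ARNT f/+ PI, still apart from the paper. Of the 26, 4, 50, 50, 2, 5 and 50 genes in Tables 1 to 7, all libraries call 12, 3, 45, 41, 1, 1 and 21, and that setting calls 7, 4, 38, 42, 2, 1 and 23. Of the 124 called with all libraries it drops 23, and it adds 16.

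Some statements on direction were compared. The paper writes that lysosome genes rise in ARNT f/f PI against ARNT f/f P; here the list had no clear direction, with a median of -0.26 (adjusted p = 0.521) against -0.45 over all genes, 0.0135 without ARNT f/f PI replicate 3 and 0.0098 with a filter at 10 CPM. Fig. 5C draws hypoxia and interferon gamma response as higher in ARNT f/f PI; the lists here had medians of -1.43 (adjusted p = 1.29e-07) and -0.28 (adjusted p = 0.0801), with lists that are not those of the paper. Ephrin receptor signaling is written as lower and drawn in Fig. 5D in the colour of a rise. The rising genes of Tables 3 and 4 are the same 25 with the same values, while the largest rises of the 2 genotypes here share 6 of 25.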

Other observations

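The tests of chance, of few RNA molecules and of the ribosomal list were written before their results; the tests of *Gm15564*, of depth behind the genes at 0, of *Il1b* and the set interactions were chosen after the values were seen. The limit for the molecule test (a ratio of 1/3 to 3) was set after the ratios had been looked at, although its prediction was written before.

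Grouping by chance was examined in all 10 assignments of the 6 libraries of a comparison, which allow no p under 0.05. As many genes changed in 5 of 10 for ARNT f/+ P against ARNT f/+, 1 for ARNT f/f P against ARNT f/f, 1 for ARNT f/+ PI against ARNT f/+ P, 1 for ARNT f/f PI against ARNT f/f P, 1 for ARNT f/f against ARNT f/+, 4 for ARNT f/f P against ARNT f/+ P and 1 for ARNT f/f PI against ARNT f/+ PI. Medians of lists were as large in 6 of 10 for proteasome and 6 for HIF targets in ARNT f/+ P against ARNT f/+, 4 for lysosome in ARNT f/+ PI against ARNT f/+ P, 2 for ribosome and 3 for HIF targets in ARNT f/f P against ARNT f/+ P, and 1 for every other list. With 10 assignments these counts alone cannot exclude chance for any of them. The most genes changed in another assignment was 35, against 896, for ARNT f/+ PI against ARNT f/+ P and 0, against 1128, for ARNT f/f PI against ARNT f/f P. The TNF and NF-κB response list reached a median of 1.27 in another assignment, against 4.01, and of 1.03, against 4.27, in the same comparisons, and fry, which rests on rotations of the residuals, gave adjusted p of 3.79e-05 and 3.07e-08.

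*Gm15564* (ENSMUSG00000086324, chromosome 16, 35966752 to 35983230) was counted at 443 to 9674 CPM in the 12 infected libraries, with 353595 counts, and at 0 to 0.684 CPM in the 6 libraries from media, with 38 counts in 4 of them. Its exon at 35981725 to 35981795 has 71 bases and is 98.6% identical to *Lars2* over 71 bases and 98.1% to *AA474408* over 52. A difference in library size or depth is excluded: at the lowest infected level a library from media would hold at least 7580 counts, and 0 to 16 were found. Reads from another organism placed on a shared stretch would also raise *Lars2* and *AA474408*. *Lars2* was 4.51 higher with infection (standard error 1.20, adjusted p = 0.0266), while *AA474408* had 0 counts in the infected libraries and 331 in 2 libraries from media, so this cannot be told. A mouse gene switched on by the parasite would give a rise as well (12.80, standard error 0.74), and cannot be told from it without the parasite's genome. *Gm42418*, the gene with the most counts in every library, stayed level (-0.24, adjusted p = 0.612).

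In 3899 cases among the 16 libraries other than ARNT f/+ P replicate 1 and ARNT f/f PI replicate 3, a gene stood at 10 CPM or more in 1 library and at 0 in another of its group. Sequencing depth is excluded as the cause: at 10 to 50 CPM in the other libraries, 2547 genes stood at 0 over the 16 deeper libraries, where depth alone gives under 1. Few RNA molecules behind the reads could give such zeros. From zeros at 2 to 10 CPM the libraries were estimated to hold 123000 to 755000 molecules, and the zeros found at 10 to 50 CPM were 1.95 times those predicted, as a median (1.21 to 39.5; 1.44 in the 10 libraries with at least 1% zeros). This is consistent with few molecules, at 28.4 to 366 counts per molecule. The estimate did not follow total counts (Spearman -0.109). Folds given as a limit against 3 counts make no allowance for few molecules.

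The rise of ribosomal protein genes in ARNT f/f PI against ARNT f/+ PI was tested for 4 causes. One library is excluded: the lowest median without 1 library was 0.64. Reads shared with pseudogenes are excluded: the 34 genes without a near-identical annotated copy had a median of 0.88 (30 higher) and the 47 with one 0.91. Gene length bias is excluded: the highest median of 10000 lists matched on length and expression was 0.46. A difference between library prefixes cannot be told: the difference of each gene's log2 fold change between PI and media had a median of 0.69, with an adjusted p of 6.68e-11 from camera and 0.0987 from fry, and was 0.38 without ARNT f/+ replicate 1 or ARNT f/+ PI replicate 1 and 1.08 without ARNT f/+ PI replicate 3; calling this open when fry and camera disagree was decided after the values were seen.

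*Il1b* was lower in ARNT f/f P than in every other group. A difference in library size or depth is excluded: at the lowest level of the other groups, 16.6 CPM, 742 counts would be found in ARNT f/f P, where 71 were. The number of other groups that share the library prefix of ARNT f/f P is 0, so a difference between library prefixes cannot be told from infection in ARNT f/f cells.

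*Epas1* had no count in ARNT f/+ or ARNT f/+ P and 1 in ARNT f/+ PI, while ARNT f/f libraries had 135, 22 and 285 in media, 5, 0 and 163 with infection and 105, 1 and 0 with LPS and IFNγ; the average difference had an adjusted p of 0.124. The first principal component of log2 CPM held 38.8% of the variance and set ARNT f/+ P replicate 1 apart from the other 17 libraries. The quality weights of limma gave the highest weight, 7.11, to ARNT f/f PI replicate 3, which has few counts, 2.72 to ARNT f/+ P replicate 1, which has the fewest, and the lowest, 0.0512, to ARNT f/+ P replicate 2. Genes of Table 4 that fall in ARNT f/f fell in ARNT f/+ in 23 of 25 cases.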
